# miRNome expression analysis in canine diffuse large B-cell lymphoma

**DOI:** 10.3389/fonc.2023.1238613

**Published:** 2023-08-30

**Authors:** Nelly O. Elshafie, Michael Gribskov, Nathanael I. Lichti, Ekramy. E. Sayedahmed, Michael O. Childress, Andrea P. dos Santos

**Keywords:** diffuse large B-cell lymphoma, multicentric, miRNAs, cancer biomarkers, miRNome, sRNA sequencing, canine DLBCL

## Abstract

**Introduction:**

Lymphoma is a common canine cancer with translational relevance to human disease. Diffuse large B-cell lymphoma (DLBCL) is the most frequent subtype, contributing to almost fifty percent of clinically recognized lymphoma cases. Identifying new biomarkers capable of early diagnosis and monitoring DLBCL is crucial for enhancing remission rates. This research seeks to advance our knowledge of the molecular biology of DLBCL by analyzing the expression of microRNAs, which regulate gene expression by negatively impacting gene expression via targeted RNA degradation or translational repression. The stability and accessibility of microRNAs make them appropriate biomarkers for the diagnosis, prognosis, and monitoring of diseases.

**Methods:**

We extracted and sequenced microRNAs from ten fresh-frozen lymph node tissue samples (six DLBCL and four non-neoplastic).

**Results:**

Small RNA sequencing data analysis revealed 35 differently expressed miRNAs (DEMs) compared to controls. RT-qPCR confirmed that 23/35 DEMs in DLBCL were significantly upregulated (n = 14) or downregulated (n = 9). Statistical significance was determined by comparing each miRNA's average expression fold-change (2-Cq) between the DLCBL and healthy groups by applying the unpaired parametric Welch's 2-sample t-test and false discovery rate (FDR). The predicted target genes of the DEMs were mainly enriched in the PI3K-Akt-MAPK pathway.

**Discussion:**

Our data point to the potential value of miRNA signatures as diagnostic biomarkers and serve as a guideline for subsequent experimental studies to determine the targets and functions of these altered miRNAs in canine DLBCL.

## 1 Introduction

Lymphomas are a complex, heterogeneous group of hematopoietic malignancies with similarities between dogs and humans (1), accounting for 7- 24% of all cancers in dogs and approximately 83% of all hematopoietic cancers (2). Canine lymphomas microscopically resemble some forms of non-Hodgkin lymphomas in humans and respond similarly to standard treatments (3). Diffuse large B-cell lymphoma (DLBCL) is humans’ most frequent aggressive lymphoma subtype, representing almost 30% of NHL cases (4). DLBCL is also the most reported subtype of lymphoma in dogs, followed by peripheral T-cell lymphoma not otherwise specified, nodal T-zone lymphoma, T-lymphoblastic lymphoma, and marginal zone lymphoma (5).

Several approaches are used to treat DLBCL, depending on the cancer stage and response to treatment. CHOP-based chemotherapy (cyclophosphamide, doxorubicin, vincristine, prednisone) (6, 7) is the standard treatment for DLBCL, with overall survival times varying from 10 to 14 months (7). CHOP therapy is not curative; but diminishes the cancer burden, resulting in partial to complete remission (8). Nevertheless, lymphoma patients eventually experience cancer relapse, resulting from the inability of chemotherapy to eradicate the subclinical disease. Earlier detection of DLCBL may improve the chances of therapeutic success. Thus, there is a continuous search for additional biomarkers capable of early detecting and monitoring responses to treatment in dogs with DLBCL.

The diagnosis of DLBCL relies on histologic evaluation of a tissue biopsy in conjunction with immunohistochemical (IHC) or flow cytometry analysis (9). This workflow is sufficient to confirm the diagnosis; however, it may be challenging to differentiate reactive lymph nodes from DLCBL in some cases (9). PCR for antigen receptor rearrangements (PARR) assays to determine clonality assays aid in a more accurate diagnosis (10); however, the workflow becomes laborious and expensive. A diagnostic test capable of detecting DLBCL and identifying prognostically relevant patient subgroups would substantially simplify the ability to diagnose and treat DLBCL correctly.

This study aims to broaden our understanding of the molecular biology of canine DLBCL by investigating the role of gene expression regulators called microRNAs (miRNA) as possible diagnostic biomarkers in DLBCL. MicroRNAs are small non-coding RNAs (11) that negatively modulate gene expression (12–14); they are incorporated into the RNA silencing complex and, in the case of perfect complementarity at the 3’ untranslated region with the mRNA target, induce targeted mRNA degradation (15). In the case of imperfect complementarity, miRNAs may block gene expression at the translational level (13, 16–19). One miRNA can target various genes, including transcriptional activators and repressors, thereby regulating physiological and pathological processes (18, 20). Mature miRNAs are abundant in the cell cytoplasm and circulate extracellularly in bodily fluids such as plasma and serum (21, 22) packaged in lipoprotein complexes, which protect their degradation by ribonucleases (23, 24), permitting their uptake by distant cells, where they also contribute to cell-to-cell communication (17, 25).

Aberrant expression of miRNA has been seen in numerous diseases, including cancers (17, 26, 27). Most miRNA genes occupy mutable sites within the genome. These regions are also enriched in other cancer-related genes (26, 28); consequently, miRNAs have drawn considerable attention as potential cancer biomarkers. MicroRNAs can be used as diagnostic and prognostic biomarkers to detect disease subtypes (29, 30). They can also be measured sequentially to evaluate the evolution in disease status over time (30–33) or the response to treatment (34), as they play crucial roles in regulating cancer progression.

Compared to healthy dogs, the miRNA profile of the canine DLBCL-affected dogs is not thoroughly studied. This study investigates the differentially expressed miRNAs in canine DLBCL using fresh frozen lymph node samples from six DLBCL dog patients and four normal healthy dogs. This study enhances our understanding of the canine DLBCL miRNAs’ signature profile, which could be a valuable tool in disease detection and progression in dogs. This study also improves our understanding of the disease mechanism, molecular pathways, biomarkers discovery, dysregulated miRNAs, and personalized medicine.

## 2 Materials and methods

### 2.1 Animal samples

Ten fresh-frozen lymph node biopsy specimens were used in this study. Six of these samples were affected by DLBCL, and 4 were histologically normal lymph nodes. Dogs with DLBCL were presented to the Purdue University Veterinary Teaching Hospital (PUVTH), West Lafayette, IN, from 2013 to 2014 for cancer diagnosis, staging, and treatment. All samples from dogs with DLCBL were collected by surgical biopsy of an affected peripheral lymph node (incisional wedge biopsy or surgical extirpation of an entire lymph node) while the dogs were under general anesthesia. The diagnosis of DLBCL was made by integrating histopathology and immunohistochemistry results confirming the expression of CD79a and/or Pax-5 and lack of expression of CD3 by the neoplastic cells. The controls used in the study were four fresh-frozen, non-neoplastic lymph nodes collected from purpose-bred research dogs from a commercial vendor (Covance Research Products, Inc.). with no substantial clinical, hematologic, or biochemical abnormalities. These dogs were humanely euthanatized in academic surgical laboratory courses taught to veterinary students at the Purdue College of Veterinary Medicine. Animal medical history and test results of DLBCL cases are provided (**Supplementary Table 1A**). The demographic data of healthy cases are demonstrated (**Supplementary Table 1B**). The samples were evaluated and classified by a board-certified pathologist according to the WHO criteria of 2008. All the samples for this project were collected with informed consent from the dogs’ owners, and procedures for sample collection were approved by the Purdue Animal Care and Use Committee (protocols #1708001607 and #1111000308). All lymph node samples were frozen in liquid nitrogen immediately after harvesting and stored at -80°C until total miRNA extraction.

### 2.2 RNA extraction

RNA extraction was performed using the Monarch^®^ Total RNA Miniprep Kit (NEB, Ipswich, MA, USA). Briefly, the fresh-frozen samples were quickly thawed in an equal volume of the Monarch^®^ DNA/RNA Protection Reagent and homogenized using a vortex. Then, 10 µL of Proteinase K was added to the mixture. After a brief vortex, the samples were incubated at room temperature for 30 minutes; then, an equal amount of isopropanol was added, followed by a quick vortex. The mixture was passed through an RNA purification column and washed twice using a 500 µL RNA Wash Buffer. Subsequently, DNase I treatment was used to remove residual gDNA. A 500 µL RNA Priming Buffer was added for RNA binding, followed by a few washing steps. Afterward, the total RNA was eluted with 100 µL nuclease-free water, and the RNA samples were stored at -80°C. Before sequencing, the quantity and quality of total RNA were assessed by UV^®^ spectrophotometry (NanoDrop, ThermoFisher Scientific, Waltham, MA, USA). The quantification of small RNAs was assisted by a spectrofluorometer (Qubit 4 Fluorometer, ThermoFisher Scientific, Waltham, MA, USA) using Invitrogen™ Qubit™ microRNA Assay Kits (ThermoFisher Scientific, Waltham, MA, USA) as demonstrated (**Supplementary Table 2**).

### 2.3 Library preparation and sequencing

#### 2.3.1 RNA quantification and qualification

The extracted total RNA from each sample was sequenced (Novogene Co., Ltd., Beijing, China). RNA degradation and contamination were examined on 1% agarose gels. RNA purity was tested utilizing the Nanophotometer^®^ UV spectrophotometer (IMPLEN, Westlake Village, CA, USA). RNA integrity and quantification were measured utilizing the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA).

#### 2.3.2 Library construction and sequencing for sRNA-seq

The small RNA library construction used 3 μg of total RNA per sample. Following the manufacturer’s recommendations, sequencing libraries were produced using NEBNext^®^ Multiplex Small RNA Library Prep Set (NEB, Ipswich, MA, USA) for Illumina^®^, and index codes were added to allow attribution of sequences to samples. First-strand cDNA was performed using M-MuLV Reverse Transcriptase (RNase H–), PCR amplification using LongAmp Taq 2X Master Mix, SR Primer for Illumina, and index (X) primer. The purified PCR products were examined on an 8% polyacrylamide gel (100V, 80 min). DNA fragments equivalent to 140~160 bp (the length of small non-coding RNA plus the 3’ and 5’ adaptors) were excised and suspended in an eight μL elution buffer. Lastly, library quality was evaluated using DNA High Sensitivity Chips on the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA).

### 2.4 Data analysis

#### 2.4.1 Quality control

Customized Perl (https://www.perl.org/get.html) and Python (https://www.python.org/downloads/) scripts were used to analyze the raw fastq files. The fraction of reads with < 1% (Q20) and 0.1% (Q30) error, GC-content, were calculated after cleaning up reads with ploy-N, 5’ adapter contaminants without 3’ adapter, or the insert tag, in addition to reads containing poly A, T, G, C, or having low-quality as shown (**Supplementary Tables 3**, **4**).

#### 2.4.2 Reads mapping to the reference sequence

The small RNA sequences were mapped to the reference sequence using Bowtie 0.12.9 (35), as shown (**Supplementary Table 5**). For known miRNAs, miRBase20.0 and modified software miRDeep2_0_0_5 were used as a reference (36). Small RNA tags were mapped to RepeatMasker open-4.0.3 and Rfam (37) databases to remove tags originating from repetitive sequences, rRNA, tRNA, snRNA, and snoRNA. The software package miRDeep2 (36) and the characteristics of the hairpin structure of miRNA precursor were integrated to predict potential novel miRNAs.

#### 2.4.3 Differentially expressed miRNAs

Expression levels were assessed as transcripts per million (TPM) using the following criteria (38): (1) Normalization formula: Normalized expression = mapped read count/total reads*1000000. (2) Differential expression analysis of the two groups (DLBCL vs. healthy) is displayed (**Supplementary Table 6**) and was achieved using the DESeq2 v1.12.0 and R package (1.8.3) (39). The False Discovery Rate (FDR) rate was controlled by adjusting the P-values using the Benjamini & Hochberg (BH) method implemented in DESeq2. Adjusted P-values of <0.05 and the fold change of > 2 were used as the threshold for significantly differential expression. Predicting the target gene of miRNA was performed by miRanda3.3a (40).

#### 2.4.4 GO and KEGG enrichment

Gene Ontology (GO) enrichment analysis was used to identify conserved biological processes, molecular functions, and cellular compartments related to the predicted gene targets of the differentially expressed miRNAs (DEMs). The GOseq R package (Release 2.12) based on Wallenius non-central hypergeometric distribution (41) and adjusted *P-values* BH of <0.05, which adjusts for gene length bias, was implemented for enrichment analysis.

Over-represented pathways were identified based on the predicted target genes of the DEMs and pathways defined in the Kyoto Encyclopedia of Genes and Genomes (KEGG) (41). KOBAS V3.0 software was used to test the statistical enrichment of the target gene candidates in KEGG pathways (42). To graphically visualize the enrichment pathway, ShinyGO 0.75 (43) was used to annotate pathways from multiple resources: GO, KEGG, Reactome (44, 45), PANTHER (46), and WikiPathways (47). The KEGG diagram was retrieved using KEGG and path view (48, 49).

### 2.5 Validation of the small RNA sequencing results through quantitative RT-PCR

Following the manufacturer’s protocol, the first-strand cDNA synthesis was performed using the miRCURY LNA RT Kit (QIAGEN, Germantown, MD, USA). UniSp6 RNA spike-in, the reverse transcription control, was diluted and added to the mix as instructed. Total RNA was diluted to 50 ng/μL in RNase−free water. The total volume of the reaction mixture (10 μL) was kept on ice to avoid RNA degradation. The reaction mixture consisted of 2 μL of 5x miRCURY SYBR^®^ Green Reaction Buffer, 4.5 μl RNase-free Water, 1 μL of 10x miRCURY RT Enzyme Mix, 2 μL of the diluted RNA, and 0.5 μL of RNA synthetic spike−in (UniSp6). Reverse-transcription thermal cycling was performed as instructed: incubation for 1 h at 42°C, followed by reverse transcriptase enzyme inactivation for 5 min at 95°C, then immediate cooling to 4°C. The synthesized cDNA was diluted, and quantitative RT-PCR was performed on a QuantStudio3 PCR system (ThermoFisher Scientific, Waltham, MA, USA). The miRCURY LNA (50) miRNA Custom PCR Panel (QIAGEN, Germantown, MD, USA) was used to quantify the pre-selected miRNAs (**Table 1**). Each sample was measured on a separate plate; in each plate, 44 miRNAs, RNUB6, UniSp6 (cDNA synthesis control), UniSp3 (RT-qPCR positive control and inter-plate calibrator (IPC), and non-template control (negative control) were measured. The cDNA dilution was 1:80, according to the manufacturer’s instructions. Relative miRNA expression levels

**Table 1:** The selected miRNAs for miRNA Custom PCR Panel.

	miRNA ID	MiRCury Assay cat. No.	Sequence
1	miR-192-5p	YP00204099	CUGACCUAUGAAUUGACAGCC
2	miR-20b	YP00205943	CAAAGUGCUCACAGUGCAGGUA
3	miR-18a-5p	YP02100185	UAAGGUGCAUCUAGUGCAGAUA
4	miR-20a-5p	YP00204292	UAAAGUGCUUAUAGUGCAGGUAG
5	miR-17-3p	YP00206008	ACUGCAGUGAAGGCACUUGUAG
6	miR-106a	YP02107906	AAAGUGCUUACAGUGCAGGUAG
7	miR-19b	YP02105441	UGUGCAAAUCCAUGCAAAACUG
8	miR-425-5p	YP00204337	AAUGACACGAUCACUCCCGUUGA
9	miR-664	YP02114877	UGGGCUAGGAAAAAUGAUUGGA
10	miR-92b-3p	YP00204384	UAUUGCACUCGUCCCGGCCUCC
11	miR-92a-3p	YP00204258	UAUUGCACUUGUCCCGGCCUGU
12	miR-144	YP02107159	UACAGUAUAGAUGAUGUACUAG
13	miR-1842	YP02105706	UGGCUCUGCGAGGUCAGCUCA
14	miR-1840	YP02102662	UCACGUGACGGGCCUCGGCG
15	miR-451a	YP02119305	AAACCGUUACCAUUACUGAGUU
16	miR-31	YP02119121	AGGCAAGAUGCUGGCAUAGCUGU
17	miR-34a-5p	YP00204486	UGGCAGUGUCUUAGCUGGUUGU
18	miR-363	YP02110319	AAUUGCACGGUAUCCAUCUGUAA
19	miR-1839-5p	YP00205327	AAGGUAGAUAGAACAGGUCUUG
20	miR-217	YP00204010	UACUGCAUCAGGAACUGAUUGGAU
21	miR-574-3p	YP00206011	CACGCUCAUGCACACACCCACA
22	miR-139	YP02100609	UGGAGACGCGGCCCUGUUGGAA
23	miR-152-3p	YP00204294	UCAGUGCAUGACAGAACUUGG
24	miR-146a-5p	YP00204688	UGAGAACUGAAUUCCAUGGGUU
25	miR-151a-5p	YP00204007	UCGAGGAGCUCACAGUCUAGU
26	miR-216b-5p	YP00204289	AAAUCUCUGCAGGCAAAUGUGA
27	miR-150-5p	YP00204660	UCUCCCAACCCUUGUACCAGUG
28	miR-379-5p	YP00205658	UGGUAGACUAUGGAACGUAGG
29	miR-885-5p	YP00204473	UCCAUUACACUACCCUGCCUCU
30	miR-504-5p	YP00204396	AGACCCUGGUCUGCACUCUAUC
31	miR-132	YP02104207	UAACAGUCUACAGCCAUGGUCGC
32	miR-29c-3p	YP00204729	UAGCACCAUUUGAAAUCGGUUA
33	miR-128-3p	YP00205995	UCACAGUGAACCGGUCUCUUU
34	miR-378a-3p	YP00205946	ACUGGACUUGGAGUCAGAAGGC
35	miR-98-5p	YP00204640	UGAGGUAGUAAGUUGUAUUGUU
36	miR-218-5p	YP00206034	UUGUGCUUGAUCUAACCAUGU
37	miR-21-5p	YP00204230	UAGCUUAUCAGACUGAUGUUGA
38	miR-129-5p	YP00204534	CUUUUUGCGGUCUGGGCUUGC
39	miR-101	YP00205955	UACAGUACUGUGAUAACUGA
40	miR-15a	YP02103582	UAGCAGCACAUAAUGGUUUGU
41	miR-22-3p	YP00204606	AAGCUGCCAGUUGAAGAACUGU
42	miR-450a	YP02116559	UUUUUGCGAUGUGUUCCUAAUA
43	miR-99a-5p	YP00205945	AACCCGUAGAUCCGAUCUUGU
44	miR-361-5p	YP00206054	UUAUCAGAAUCUCCAGGGGUAC
45	UniSp6	YP00203954	
46	UniSP3	YP02119288	
47	U6 snRNA	YP00203907	

RT-qPCR normalization for reducing technical variation was performed to validate the were calculated by the Livak method 2^-ΔΔcq^ (51).

#### 2.5.1 Reference miRNAs selection

The applied criteria in selecting reference candidates for normalizing the exported calibrated quantification cycles (Cq) are shown (**Supplementary Table 7**). First, a set of miRNA candidates was selected manually based on the lowest coefficient of variation (CV%) (52, 53), followed by using RefFinder (https://www.heartcure.com.au/reffinder/) (54). This web-based tool uses an ensemble approach based on several computational algorithms (geNorm (55), NormFinder (56), the comparative Delta-Cq method (57), and BestKeeper (58)) to rank potential reference miRNAs according to their stability of expression as demonstrated. Each program ranks and ascribes weights to the tested miRNAs. The geometric mean of those weights is calculated and used as the final weight (**Table 2**).

**Table 2:** Overview of selecting potential reference miRNAs from healthy and DLBCL sample processes.

Genes	CV%	RefFinder incorporated algorithms				
		Δ Cq	Normfinder	geNorm	BestKeeper	RefFinder
		Ave.SD	SV	SV	SD	GM
miR-361-5p	1.819	1.07	0.396	0.507	0.43	1.32
miR-101	1.845	1.11	0.503	0.507	0.38	1.86
miR-29c-3p	1.803	1.12	0.491	0.63	0.28	2.06
miR-22-3p	3.259	1.19	0.602	0.904	0.7	4.47
miR-378a-3p	3.319	1.42	1.098	0.774	0.7	4.47
miR-129-5p	3.638	1.53	1.224	1.036	1.2	6.24
miR99a-5p	5.56	1.66	1.402	1.203	1.03	6.74
U6 snRNA	6.96	1.88	1.661	1.371	1.23	8

A set of miRNA candidates was selected based on the coefficient of variation (CV%) followed by RefFinder (geNorm, NormFinder, and the comparative Delta-Cq method). Using different statistical approaches, they ranked from higher to lower stability (top to bottom). The ranking of candidate reference miRNAs results showed that miR-361-5p, miR-101and miR-29c-3p are the top three stably expressed miRNAs that can be used as reference miRNAs for normalization of the experimental data. Ave.SD, average standard deviation; GM, geometric mean; SD, standard deviation; SV, stability value.

#### 2.5.2 Statistical *a*nalysis of RT-PCR

All statistical analyses were performed using R version 4.1.2. Unpaired parametric Welch’s 2- sample t-test was used to explore the differences in the fold-change (2^-ΔΔcq^) in the expression of each miRNA in the DLCBL and healthy groups. To address the multiple testing problem, which results in increased false-positive rates, P-values were corrected (59) using Benjamini–Hochberg (FDR) with P-values treated according to their ranks (60). The adjusted P-values less than 0.05 were used to indicate significance.

## 3 Results

### 3.1 RNA extraction and small RNA sequencing analysis

The mean concertation of the total RNA extracted was 1354.33 ± 759.65 ng/µL measured by UV spectrophotometer. The ratio 260/280nm absorbance ratio was 2.1 ± 0.01 (**Supplementary Table 2**).

The mean number of sRNA reads was 475,87,913, with an average of 96.75% of sRNA retained after quality trimming and adapter removal for all samples. 

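Small RNA was sequenced from 10 fresh-frozen canine lymph nodes, 6 affected by DLBCL (DLBCL1 to DLBCL6) and 4 from healthy dogs (Healthy2 to Healthy5), with one library per dog. The authors counted the reads of each library on the mature canine miRNAs of miRBase with miRDeep2, after removal of adapters, low-quality reads, repeats and other small RNA classes, and deposited these read counts beside TPM values, which are the same counts divided by the library's total over the listed miRNAs and scaled by a constant. The values given here start from the read counts. Between 10686441 and 25784861 reads per DLBCL library were counted on miRNAs, with a median of 19024822.5, and between 30432969 and 34709421 per healthy library, with a median of 30767145. The mean total of sRNA reads in Supplementary Table 5 is 47587914 per library. The sRNA reads that the same table lists as mapped number 28753069 to 41489325 per DLBCL library and 36055373 to 38835606 per healthy library. Reads counted on miRNAs made up 55.47% ± 12.01 (SD, n = 6) of the mapped sRNA reads in DLBCL and 84.98% ± 3.31 (SD, n = 4) in healthy nodes. A single miRNA, miR-148a, took 31.28% ± 7.82 (SD, n = 6) of the miRNA reads in DLBCL and 60.95% ± 9.68 (SD, n = 4) in healthy nodes. Counts were normalized with edgeR's TMM factors, and expression is given as CPM, the count scaled to the TMM-adjusted library size. The groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 247 miRNAs that passed edgeR's default filter on low counts. A differentially expressed miRNA (DEM) had an adjusted p-value under 0.05 and a fold change over 2 in either direction, the thresholds of the paper's section on differential expression. The libraries also differed in the percentage of bases at Q30 in the supplementary tables. It was above 97% in DLBCL1, DLBCL2, DLBCL3 and DLBCL5 and below it in DLBCL4, DLBCL6 and the 4 healthy libraries, which are called here the higher and the lower Q30 group. Because the higher Q30 group holds DLBCL libraries only, values within a Q30 group are given for the lower one, as DLBCL4 and DLBCL6 against the 4 healthy libraries.

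**Figure D1:**
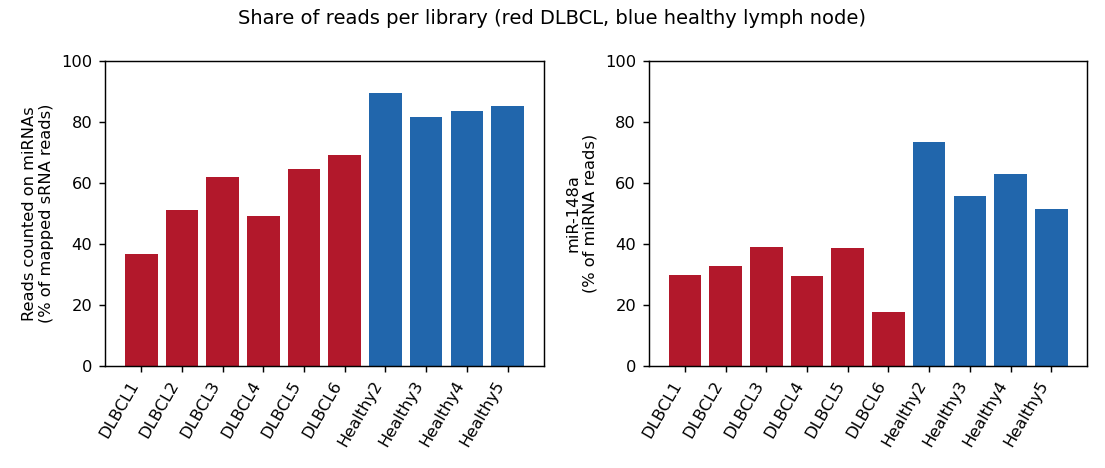
Share of reads in each of the 10 libraries, in percent, with DLBCL in red and healthy lymph node in blue. The left bars give the reads counted on miRNAs as a share of mapped sRNA reads and the right bars give miR-148a as a share of the miRNA reads, and both are higher in each healthy library than in any DLBCL library.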

A summary of the overall cleaning process and mapping statistics of the reads are shown (**Supplementary Table 5**). A total of 320 miRNAs was detected and the cluster analysis of all the differentially expressed miRNAs from the healthy and DLBCL samples are shown on the criteria of a fold change ≥2 or ≤- 2 and *p-value <*0.05 and presented in a heat map (**Figure 1**). 

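The deposited counts list 320 miRNAs, each with at least 1 read in at least 1 of the 10 libraries. Of these, 224 had a read in every library and 275 had at least 10 reads in at least 1 library. Between 250 and 287 miRNAs had a read in each DLBCL library and between 275 and 290 in each healthy library. Leaving out each library in turn left between 315 and 320 miRNAs detected. With 3 reads as the limit that a count of 0 allows, a miRNA without a read could be present at up to 0.281 TPM in the library with the fewest miRNA reads and up to 0.086 TPM in the one with the most. These limits cover counting error only, since reads amplified by PCR are not independent molecules.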

Twenty-four miRNAs were upregulated, and 11 downregulated in DLBCL relative to normal lymph nodes (35 total DEMs) are presented in a volcano blot (**Figure 2**).

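With edgeR, 14 of the 247 miRNAs tested were DEMs, 9 of them higher and 5 lower in DLBCL, while 66 had an unadjusted p-value under 0.05. Of these 14, 12 are among the 35 DEMs of the paper's Supplementary Table 6. The remaining pair, miR-486 and miR-486-3p, had near-equal values in the 10 libraries, and that table gives no p-value for either. miR-486 measured 3840.0 ± 6717 CPM (SD, n = 6) in DLBCL and 131 ± 62.2 CPM (SD, n = 4) in healthy nodes, a log2 fold change of 4.87 (standard error 1.20, adjusted p = 0.0397 from edgeR). DLBCL3 held 17490.1 CPM of miR-486, and without this library its log2 fold change was 3.13. Its value within the lower Q30 group was 1.83. miR-363 measured 8855 ± 5042 CPM (SD, n = 6) in DLBCL and 2013 ± 400.2 CPM (SD, n = 4) in healthy nodes, a log2 fold change of 2.14 (1.45 within the lower Q30 group), and miR-378 measured 6094 ± 3419 CPM (SD, n = 6) and 1771 ± 215 CPM (SD, n = 4), one of 1.78 (1.53). Among the miRNAs lower in DLBCL, miR-504 went from 24.9 ± 4.11 CPM (SD, n = 4) in healthy nodes to 7.54 ± 2.64 CPM (SD, n = 6), a log2 fold change of -1.72 (-1.82 within the lower Q30 group), and miR-574 from 143 ± 55 CPM (SD, n = 4) to 47.1 ± 12.8 CPM (SD, n = 6), one of -1.60 (-1.84). For these 4 the adjusted p from edgeR was 0.0397. Apart from miR-34a, the groups did not overlap in CPM for any of the 14 DEMs. In the lower Q30 group alone, 46 miRNAs were DEMs, 30 higher and 16 lower, and they included all 14. With the Q30 group as a covariate instead, 7 miRNAs were DEMs, of which 4 were among the 14. The alternative that raised the count most while keeping both thresholds was DESeq2 without its Cook's distance filter, with 49 DEMs, 37 higher and 12 lower. When each library was left out in turn, the count ranged from 1 without Healthy4 to 23 without DLBCL4. With an unadjusted p-value under 0.05 and a fold change over 2 in the edgeR fit, 65 miRNAs passed, 42 higher and 23 lower, and they included all 35 DEMs of the paper.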

**Figure 1:**
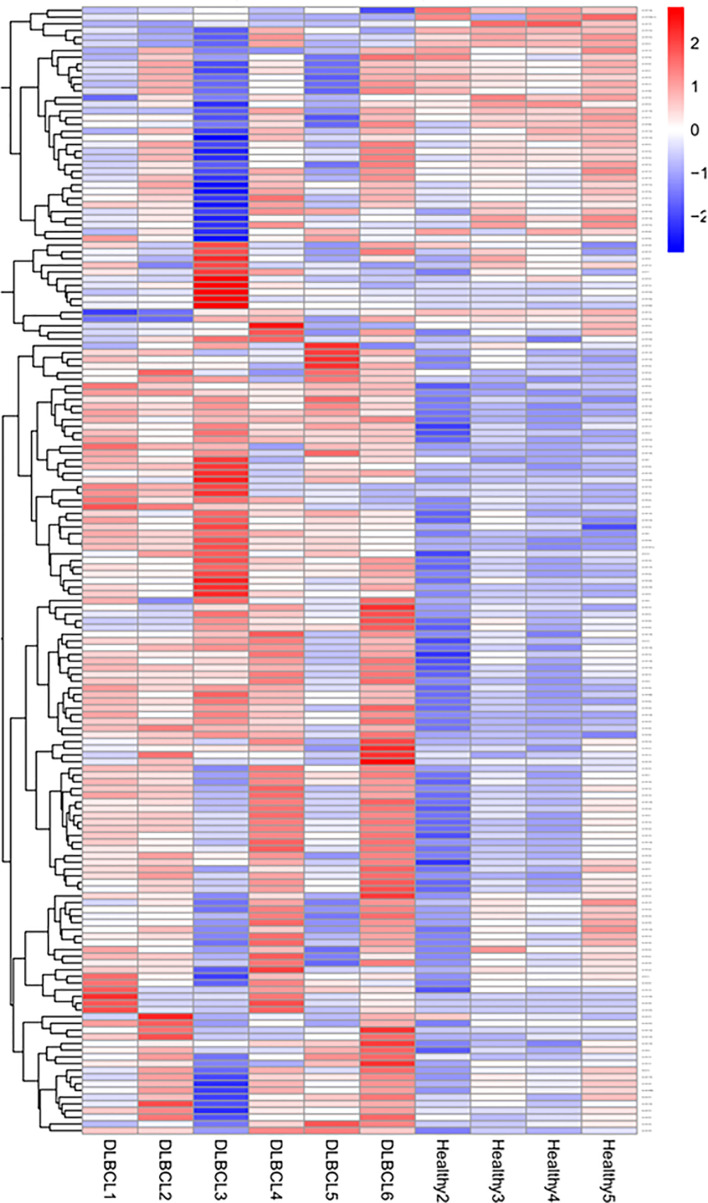
sRNA-Seq heatmap of the expressed miRNAs (DEMs). Red represents high expression; blue represents low expression. The color intensity from red to blue represents the log10 (TPM+1) value from large to small.

**Figure 2:**
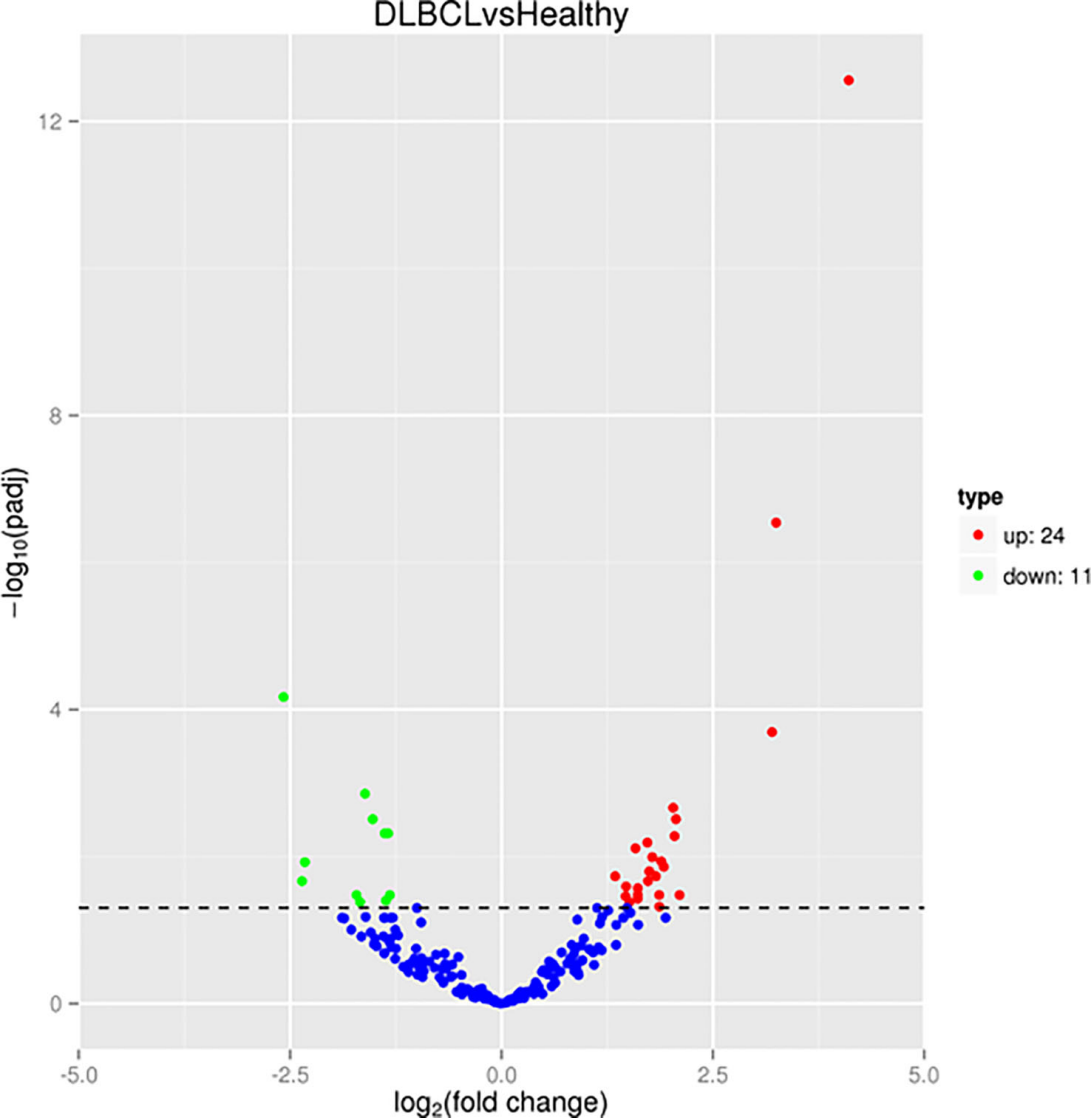
sRNA-Seq volcano plot of the differentially expressed miRNAs (DEMs). Red represents high expression; green represents low expression.

### 3.2 Gene ontology analysis of the differentially expressed miRNAs

Gene ontology enrichment showed that the predicted top 20 GO terms target genes regulated by the DEMs are mainly implicated in the regulation of signal transduction biological process (**Figure 3A**), cytoskeleton and cytoplasmic vesicle cellular compartments (**Figure 3B**), and carbohydrate and nucleotide binding molecular function (**Figure 3C**). Pathway enrichment KEGG (**Figure 4**) uncovered that the DEMs predicted targets were primarily involved in metabolic pathways; Pathways in cancer (**Figure S1**), PI3K-Akt Pathway (**Figure S2**), and MAPK signaling pathway (**Figure S3**). Reactome pathways revealed DEMs targets mainly involved in the immune system, small molecule transport, and cytokine signaling in the immune system (**Figure S4**). In contrast, for PANTHER and wikiPathways, the integrin signaling pathway (**Figures S5A, B**) and MAPK signaling pathway (**Figure S3**) had the most prominent DEMs predicted targets, respectively.

**Figure 3:**
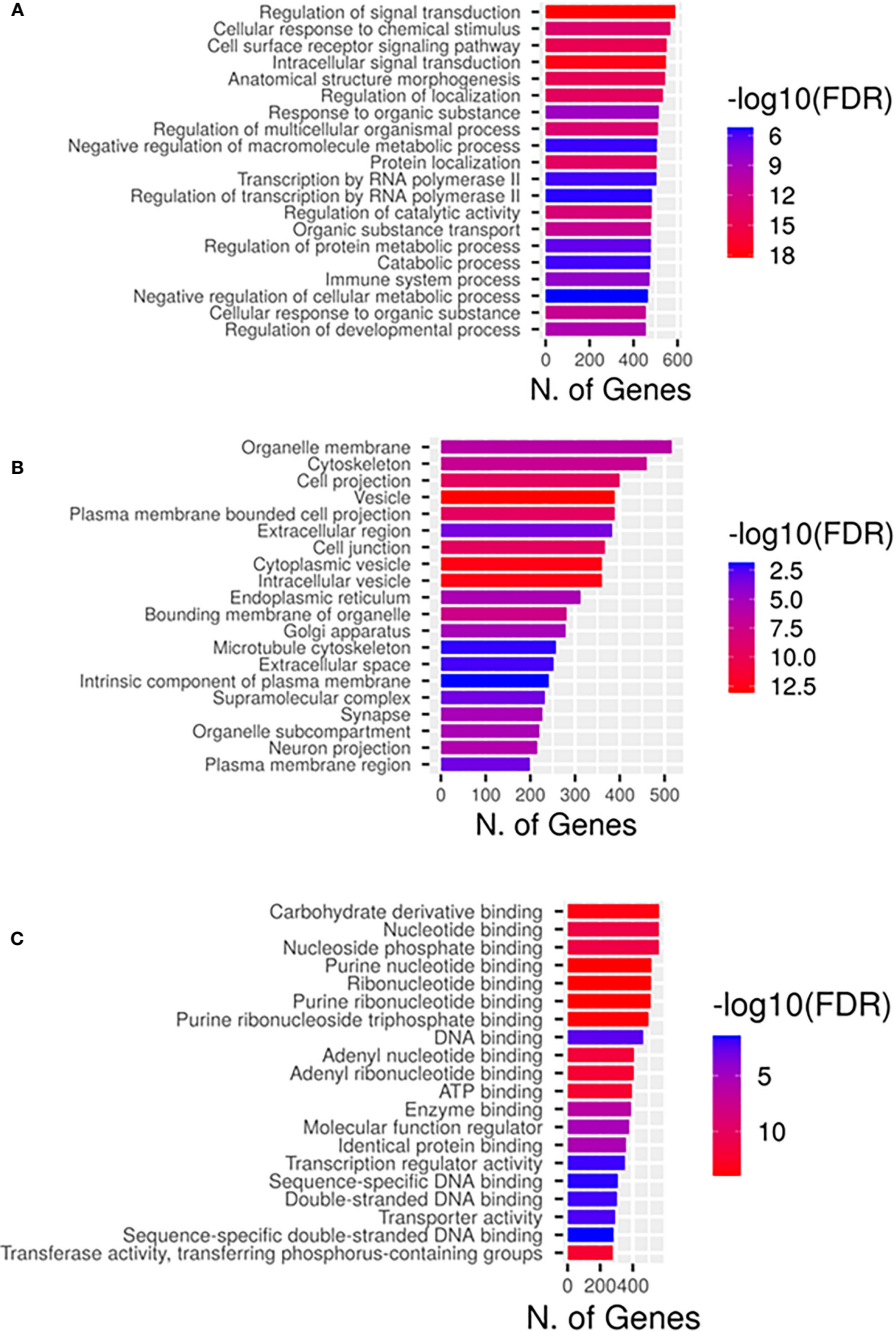
Gene ontological classifications of the differentially expressed miRNAs (DEMs) targets by sRNA-Seq between DLBCL and healthy group. The differentially expressed genes are grouped into three GO terms, **(A)** Biological process, **(B)** Cellular components, and **(C)** Molecular functions. The abscissa represents the number of annotated genes enriched primarily in each GO term.

**Figure 4:**
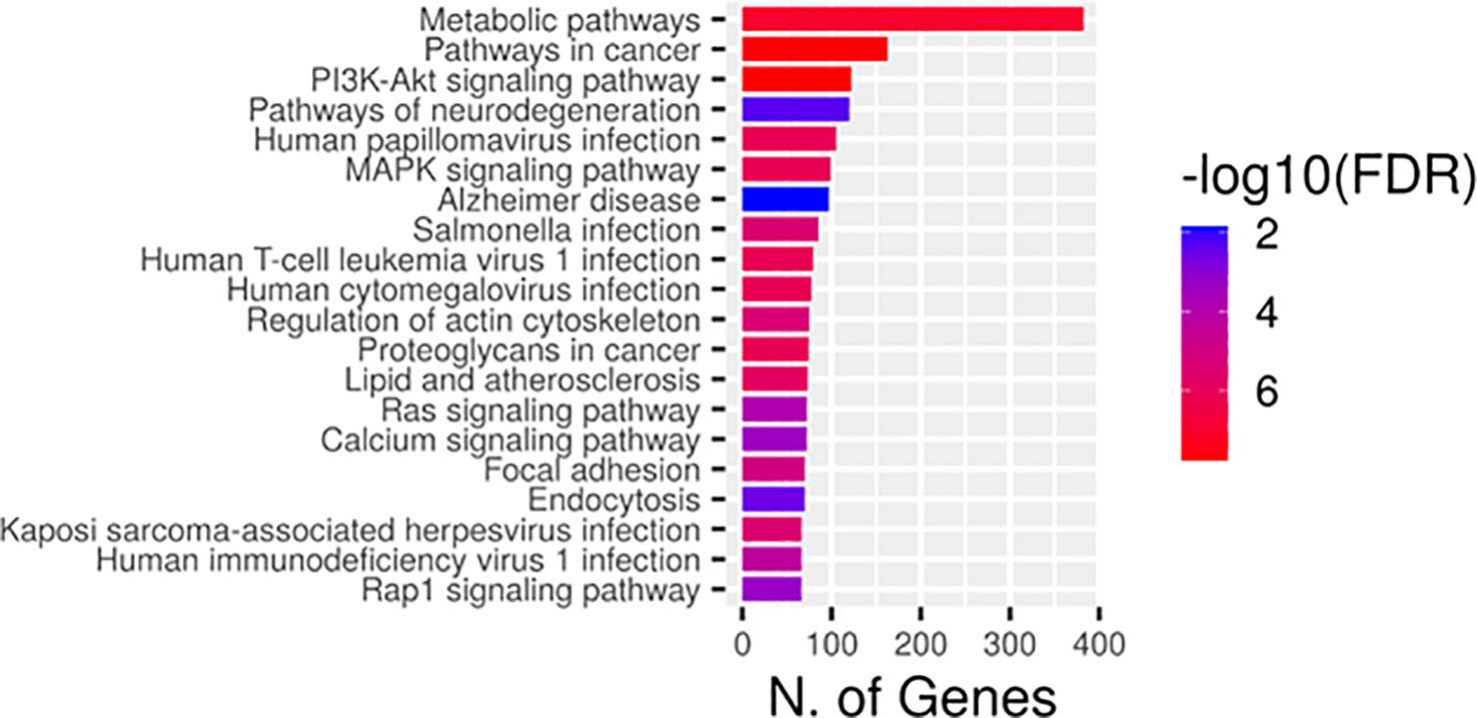
Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation of the differentially expressed miRNAs (DEMs) in DLBCL. Each circle represented a KEGG pathway, the name of which was shown on the left legend. Abscissa showed the number of genes enriched in each pathway. The bigger the fold enrichment is, the more significant the pathway. The color of the barplot represented negative log_10_ of the false discover rate (FDR) (red: high, blue: low).

### 3.3 Quantitative PCR analysis

The mean concertation of the total RNA extracted was 193.25 ± 124.2 ng/µL as measured by UV spectrophotometry. The 260/280 nm absorbance ratio was 1.966 ± 0.0302, while the mean concentration of miRNAs measured by spectrofluorometer was 67.622 ± 46.8 ng/µL, as shown in (**Supplementary Table 2**).

The cDNA synthesis control, UniSp6, was amplified at 20.9 Cq ( ± 0.45) in all samples. The qPCR positive inter-plate control, UniSp3, was amplified in all samples, and Cqs calibrated accordingly for all samples to 21.638 to limit run-to-run deviation. The average Cq values for each tested miRNA and RefFinder recommended three references (miR-361-5p, miR-101, and miR-29c-3p) with their geometric mean ranking values (1.32, 1.86, and 2.06) and average Cq of 28.12, 26.61, and 23.86, respectively are shown (**Figure 5**, **Supplementary Table 7**). The relative expression in DLBCL and healthy group of each miRNA was analyzed individually compared to the geometric mean of the expression level of miR-361-5p, miR-101, and miR-29c-3p in each sample by Welch’s 2-sample t-test (**Figure 6** and **Table 3**). We confirmed the miRNA sequence result for 23/35 DEMs after applying cut-off FDR <0.05 and fold change < 2 (**Figures 7A, B**). 

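For the 44 miRNAs of the RT-qPCR panel, the log2 fold changes from the sequencing counts were set against the paper's RT-qPCR differences between the same groups (Table 3). Across miRNAs, which are not independent replicates, Pearson's r was 0.92 and Spearman's rho was 0.88. For the 43 panel miRNAs tested within the lower Q30 group, r was 0.88 and rho was 0.92. The sign was the same in both assays for 41 of the 44 miRNAs, and for 23 of the 23 miRNAs with an RT-qPCR adjusted p-value under 0.05 in the paper. With DESeq2 these counts were 38 of the 44 and 22 of the 23, and within the lower Q30 group the sign was shared by 38 of 43. Leaving out one library gave 37 to 42 of the 44, and 22 or 23 of the 23. Of these 23, 8 were DEMs in the edgeR fit over all miRNAs tested, and 12 of the 44 panel miRNAs were. Adjusted over the list alone, 33 of the 44 passed both thresholds, among them 22 of the 23, but the panel was chosen by the study from these libraries, so that this count is not independent evidence. With the log2 fold changes and adjusted p-values of DESeq2, 21 of the 23 were DEMs, and with each library left out of the edgeR fit in turn their number ranged from 1 without Healthy4 to 13 without DLBCL3. By the paper's own Supplementary Table 6, 22 of its 23 miRNAs are sequencing DEMs, and the other one is miR-129. The names DLBCL1 to DLBCL6 were also compared between the assays. Across the 44 panel miRNAs, the mean Pearson's r between each library's deviations from the DLBCL mean and the RT-qPCR deviations of the dog with the same name was 0.67 (one-sided exact permutation of the 720 pairings, p = 0.00139, the smallest p they allow), and each of the 6 libraries matched its own name best. The healthy dogs were not compared by name, because their numbers differ between the supplementary tables of the assays.

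**Figure D2:**
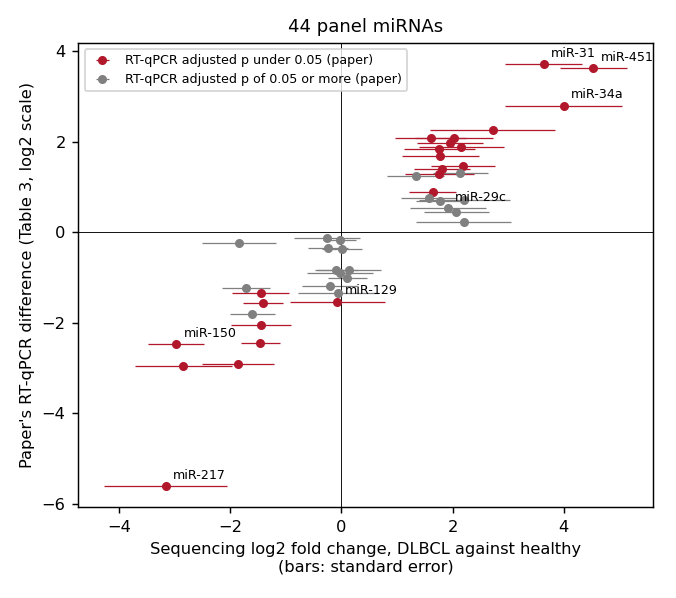
Log2 fold change from sequencing (x axis, DLBCL against healthy, bars give the standard error) against the paper's RT-qPCR difference (y axis, log2 scale) for the 44 panel miRNAs. Red points have an RT-qPCR adjusted p-value under 0.05 in the paper, gray points do not, and each of the red points has the same sign on both axes, with miR-129 close to 0 on the x axis.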

Fourteen of the 23 DEMs were upregulated, and nine were downregulated in DLBCL relative to the normal lymph node. Specifically, we observed the dysregulation of 23 miRNAs that regulate two axes in DLBCL progression. The first axis promotes uncontrolled lymphoid proliferation, cellular growth, and apoptosis inhibition; this axis is regulated by oncomiRs (18, 19, 61), such as miR-17/92, miR-31, miR-34a, miR-106a, miR-451,miR-192-5p, and miR-1839, which we found to be overexpressed. 

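In the sequencing counts, each miRNA of this axis had a positive log2 fold change in DLBCL, as did the members of the miR-17/92 cluster. This direction held under each normalization tried and with each library left out in turn. In the edgeR fit, miR-31, miR-34a, miR-451, miR-192 and miR-1839 passed both DEM thresholds, while miR-106a and the cluster members had fold changes over 2 with adjusted p-values above 0.05. Only for miR-451 did the call hold in each of the 10 fits that left out one library. The groups overlapped in CPM for miR-34a, for miR-106a and for each cluster member except miR-92a. The paper states, with references to earlier work, that oncomiRs regulate an axis of uncontrolled lymphoid proliferation, cellular growth and inhibition of apoptosis, and names these overexpressed miRNAs among them.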

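Lower expression in DLBCL was measured for miR-146a, miR-150, miR-151, miR-152, miR-216b, miR-217 and miR-885, with negative log2 fold changes under each normalization and with each library left out in turn. In the edgeR fit, miR-146a, miR-150 and miR-151 were DEMs. For the other 4, the adjusted p-values lay above 0.05. When scaled only to the total of miRNA reads, as in the authors' TPM values, the median log2 fold change of all miRNAs tested moved from 0.13 to 0.82, and miR-150 alone of these miRNAs remained a DEM. Every DLBCL library had a lower CPM than every healthy library for 6 of these miRNAs, the exception being miR-152.

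**Figure D3:**
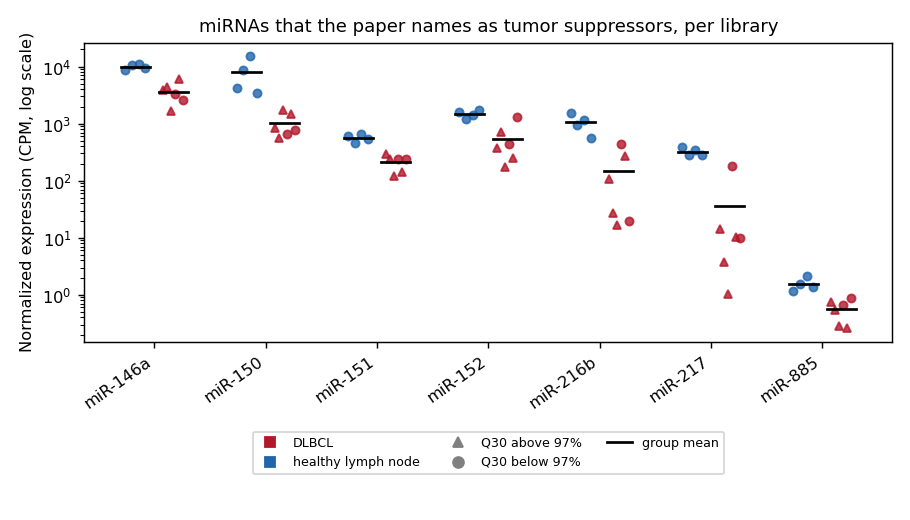
Normalized expression (CPM, log scale) of miR-146a, miR-150, miR-151, miR-152, miR-216b, miR-217 and miR-885 in the 6 DLBCL libraries (red) and the 4 healthy libraries (blue). Triangles mark the higher and circles the lower Q30 group, black lines give the group means, and the DLBCL points of 6 of the miRNAs all lie below the healthy points, with miR-152 as the exception.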

The second axis is associated with the downregulation of the tumor suppressor miRNAs (62–64), such as miR-146a, miR-150, miR-151, miR-152, miR-216b, miR-217, and miR-885.

**Figure 5:**
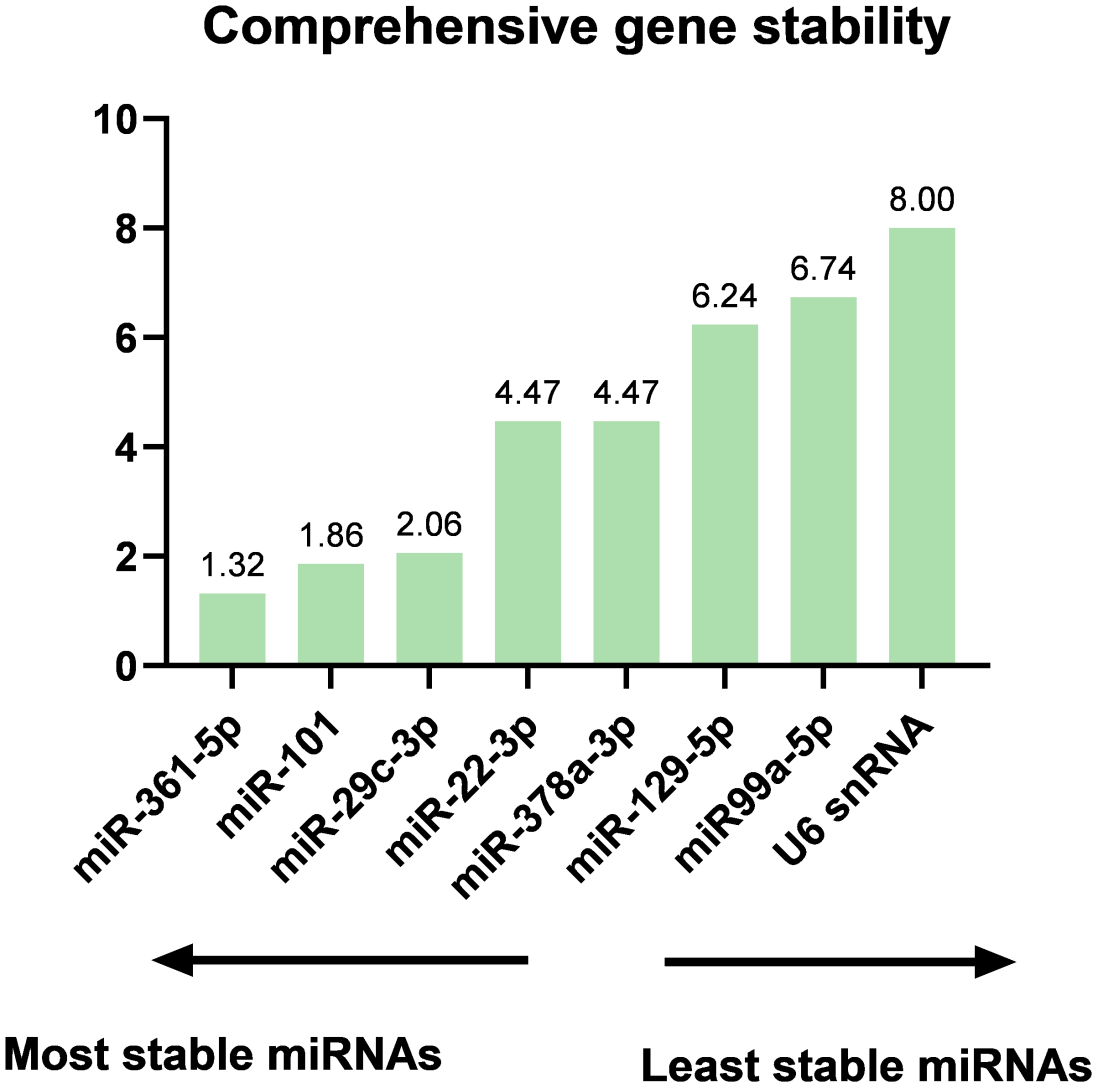
The ranking of candidate reference genes is based on the geometric mean of the ranking values by RefFinder. The results showed that miR-361-5p, miR-101, and miR-29c-3p are the top three stably expressed miRNAs that can be used as reference miRNAs for the normalization of the experimental data.

**Figure 6:**
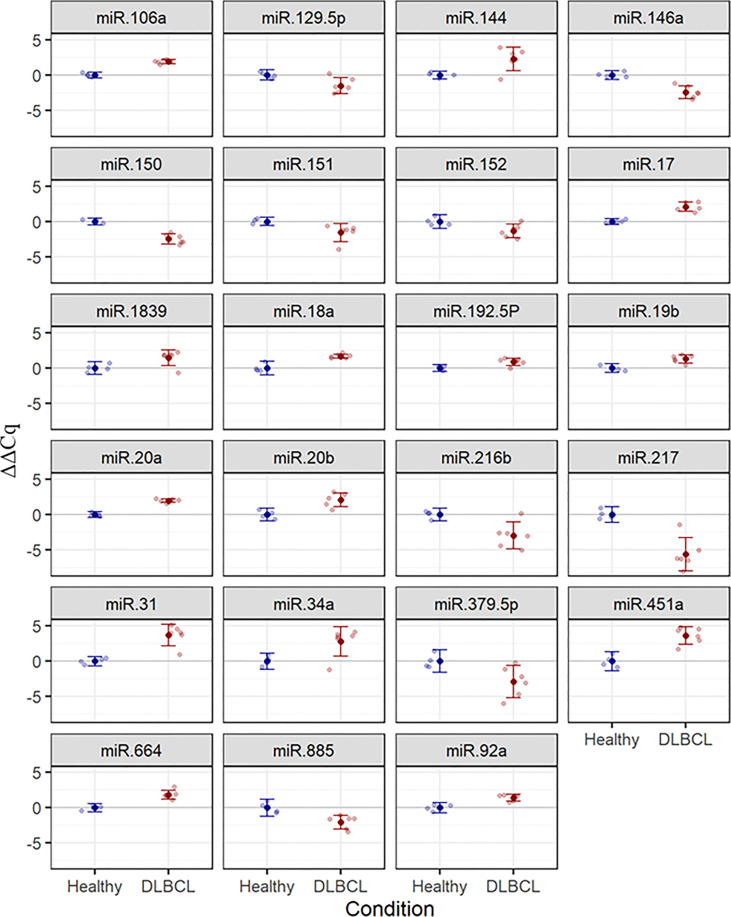
Estimated mean (± 95%) ΔΔCq values for expression of 23 selected miRNAs in healthy (n = 4) and DLBCL (n = 6) groups. Lighter points show individual samples. FDR-adjusted *P-values* for two-sample t-tests are ≤ 0.048 in all cases.

**Table 3:** Two-sample t-test results for differences in ΔΔCq between Healthy (n = 4) and DLBCL (n = 6) groups in 44 miRNAs, with FDR adjustment (lowest *P-values* first).

miRNA	difference	Mean	Mean	statistic	P-value	FDR
		(DLBCL)	(Healthy)			
miR-20a	1.973	1.973	1.15E-10	12.039	0	0
miR-106a	1.89	1.89	3.93E-11	10.945	0	0
miR-150	-2.468	-2.468	-1.70E-10	-7.714	0	0.001
miR-17	2.089	2.089	1.07E-10	7.5	0	0.001
miR-664	1.837	1.837	2.02E-11	5.94	0	0.003
miR-146a	-2.449	-2.449	-1.70E-10	-6.012	0	0.003
miR-451a	3.625	3.625	4.65E-11	5.672	0.001	0.003
mirR-31	3.716	3.716	-5.34E-12	5.959	0.001	0.005
miR-217	-5.607	-5.607	1.81E-10	-5.674	0.001	0.006
miR-92a	1.404	1.404	2.39E-11	4.817	0.002	0.009
miR-20b	2.08	2.08	1.40E-11	4.386	0.002	0.009
miR-19b	1.291	1.291	4.11E-12	4.358	0.002	0.009
miR-885	-2.045	-2.045	1.52E-10	-3.747	0.006	0.022
miR-18a	1.681	1.681	3.65E-11	5.275	0.007	0.022
miR-192-5P	0.879	0.879	1.35E-11	3.487	0.008	0.025
miR-216b	-2.947	-2.947	2.32E-11	-3.725	0.009	0.025
miR-144	2.258	2.258	7.58E-11	3.359	0.016	0.041
miR-129-5p	-1.533	-1.533	1.85E-10	-3.08	0.017	0.041
miR-34a	2.793	2.793	-4.98E-11	3.133	0.017	0.041
miR379-5p	-2.911	-2.911	2.17E-10	-2.847	0.023	0.048
miR-152	-1.35	-1.35	2.48E-10	-2.774	0.024	0.048
miR-151	-1.573	-1.573	2.42E-10	-2.995	0.023	0.048
miR-1839	1.463	1.463	-2.22E-10	2.777	0.025	0.048
miR-21-5p	-1.013	-1.013	4.06E-11	-2.649	0.03	0.057
miR-29c-3p	0.526	0.526	-2.80E-10	2.576	0.033	0.059
miR-132	-1.186	-1.186	2.77E-10	-2.571	0.034	0.059
miR-1842	1.243	1.243	4.05E-10	2.818	0.04	0.067
miR-574-3p	-1.805	-1.805	2.84E-12	-2.43	0.046	0.074
miR-363	1.295	1.295	-1.35E-10	2.349	0.055	0.086
miR-361	-0.353	-0.353	9.62E-12	-2.322	0.062	0.093
miR-504-5p	-1.243	-1.243	2.48E-10	-2.042	0.088	0.128
miR-22-3p	-0.835	-0.835	-2.65E-10	-1.939	0.099	0.139
miR99a-5p	-1.353	-1.353	4.02E-10	-1.76	0.131	0.179
miR-98-5P	-0.368	-0.368	1.74E-10	-1.754	0.149	0.198
miR-378a-3p	0.69	0.69	-1.26E-10	1.479	0.179	0.23
miR-425-5p	0.749	0.749	-1.25E-10	1.443	0.198	0.247
miR-450a	-0.907	-0.907	5.06E-11	-1.41	0.207	0.252
miR-1840	0.707	0.707	2.11E-11	1.438	0.213	0.252
miR-218-5p	-0.834	-0.834	2.46E-10	-1.263	0.242	0.28
miR-128-3p	0.453	0.453	4.58E-11	0.992	0.353	0.397
miR-15a	-0.119	-0.119	1.91E-10	-0.674	0.52	0.558
U6 snRNA	0.765	0.765	9.85E-11	0.675	0.521	0.558
miR-101	-0.173	-0.173	1.96E-10	-0.639	0.551	0.577
miR-92b-3p	0.23	0.23	1.09E-10	0.403	0.699	0.715
miR-139	-0.238	-0.238	-1.82E-10	-0.199	0.848	0.848

**Figure 7:**
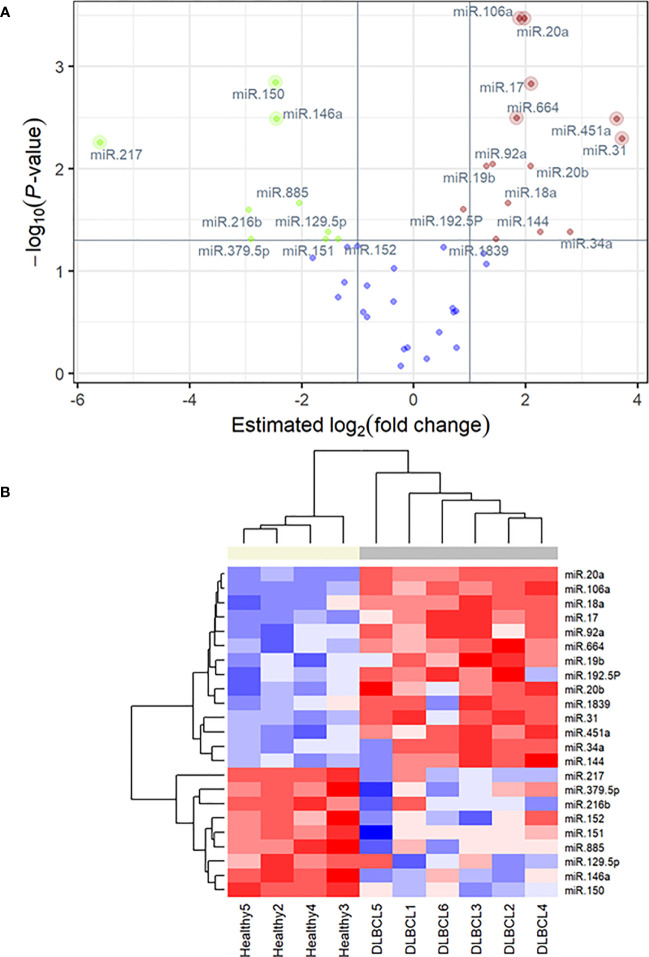
**(A)** q-PCR volcano plot showing FDR-adjusted, negative log10 *P-value* versus the estimated difference between mean ΔΔCq values in the DLBCL group (n = 6) relative to the healthy group (n = 4) for 45 micro-RNA markers. Labeled points highlight statistically significant differences in expression. Points with lighter outer rings are also significant using a more conservative Bonferroni-Holm correction. **(B)** qPCR heatmap of 23 differentially expressed miRNAs identified as significant in FDR-corrected two-sample t-tests. The colored bar at the top of the plot distinguishes normal subjects (beige) from cancer subjects (grey).

## 4 Discussion

Small RNA-Seq has made distinctive contributions to discovering and quantifying miRNAs, investigating their differential expression contributing to tumorigenesis, and identifying highly similar miRNA family members that vary by a single nucleotide. The main focus of this research is to validate the sRNA-Seq results using RT-qPCR and explore the roles of miRNAs and different signaling pathways.

The DEMs observed herein are mainly predicted to regulate the RAS signaling pathways. The activation of receptor tyrosine kinase stimulates RAS to initiate two major downstream pathways: the phosphatidylinositol-3-kinase (PI3K)/serine-threonine kinases (AKT) (65) and mitogen-activated protein kinases (MAPK). Those, in turn, may result in the activation of C-Myc and transcription factor NF-κB, also enriched by the DEMs. Moreover, two miRNAs involved in the p53 pathway are reported. The disturbed regulation of these pathways may stimulate lymphoid cell proliferation growth and inhibition of apoptosis, as shown in other cancers (65–67).

The PI3K/AKT signaling cascade is one of the most significant intracellular signaling pathways, commonly activated in various malignancies (68). In health, the PI3K/AKT signaling pathway involves multiple biological functions, including cell growth and fate. Disruption of this pathway affects cell growth, development, metabolic activity, and cytoskeletal remodeling, resulting in cancer cell survival and therapy resistance (69–71). We found that miR-151, miR-192-5p, miR-152, and miR-885-5p are involved in this pathway and are dysregulated in canine DLBCL compared to lymph node tissue from healthy dogs. 

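The CPM of miR-151 was 214 ± 68.1 (SD, n = 6) in DLBCL and 567 ± 82.3 (SD, n = 4) in healthy nodes, a log2 fold change of -1.41 (standard error 0.36, adjusted p = 0.0397 from edgeR), and -1.24 within the lower Q30 group. This call held in 2 of the 10 fits that each left out one library, those without DLBCL3 or DLBCL4. miR-192 rose from 587 ± 37.8 CPM (SD, n = 4) in healthy nodes to 1831 ± 792 CPM (SD, n = 6) in DLBCL, with a log2 fold change of 1.64 (standard error 0.43, adjusted p = 0.0397 from edgeR), and of 1.32 within the lower Q30 group. Its call held in 4 of the 10 fits, and was lost without DLBCL1 or DLBCL5 and without any one of the healthy libraries. For miR-152, the means were 544 ± 416 CPM (SD, n = 6) in DLBCL and 1483 ± 227 CPM (SD, n = 4) in healthy nodes. The log2 fold change of -1.45 (standard error 0.51) did not pass the adjusted threshold (adjusted p = 0.109 from edgeR) in edgeR except without DLBCL6, where it was -1.88, while DESeq2 and limma-voom with sample quality weights called it. In the lower Q30 group it shrank to -0.77. miR-885 was close to the lower end of detection, at 0.568 ± 0.255 CPM (SD, n = 6) in DLBCL and 1.55 ± 0.433 CPM (SD, n = 4) in healthy nodes. Its log2 fold change was -1.44 (standard error 0.54, adjusted p = 0.114 from edgeR) and -0.99 within the lower Q30 group, and none of the alternatives that kept the adjusted threshold called it a DEM. The exact permutation test over the 210 splits of the 10 libraries (two-sided) gave p = 0.00952 for miR-885 and p = 0.019 for miR-152.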

The miR-151 downregulation is also reported in other cancers, including Epstein-Barr virus-induced DLBCL (72). We also verified the downregulation of another tumor suppressor, miR-152, which exerts its function through its antiproliferative activity (73), repressing the PI3K signaling pathway (74). The phosphatase and tensin homolog (PTEN) inhibit the PI3K/AKT pathway with vital anticancer activity; we report the downregulation of miR-885-p, reported to activate the PI3K/AKT pathway by inhibiting PTEN (75). We also report the upregulation of miR-192-5p, which is also significantly overexpressed in the low-grade B-cell lymphoma, Waldenstrom Macroglobulinemia (76, 77), suggesting an oncogenic function. In addition, miR-144 was upregulated in canine DLBCL. 

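miR-144 lies next to miR-451 in the annotation of the canine assembly UU_Cfam_GSD_1.0, with 0 other genes listed between them. Its expression was 11.6 ± 8.45 CPM (SD, n = 6) in DLBCL and 1.74 ± 2.81 CPM (SD, n = 4) in healthy nodes. The log2 fold change of 2.72 (standard error 1.13, adjusted p = 0.139 from edgeR) did not pass the adjusted threshold over all miRNAs tested, and it was 3.37 within the lower Q30 group. Healthy5, with 5.92 CPM, was the single healthy library within the range of the DLBCL libraries, which began at 2.35 CPM in DLBCL3. Without Healthy5 the log2 fold change was 4.94 and miR-144 was a DEM. DESeq2 and limma-voom with sample quality weights also called it a DEM with all 10 libraries.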

The role is miR144-3p was investigated in other cancers, where the upregulation of miR-144-3p inhibits PTEN, promoting apoptosis of cancer cells (78–80). 

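For miR-451, whose RT-qPCR assay in Table 1 targets AAACCGUUACCAUUACUGAGUU, the normalized expression was 18822 ± 11419 CPM (SD, n = 6) in DLBCL and 817 ± 73.8 CPM (SD, n = 4) in healthy nodes. The log2 fold change was 4.53 (standard error 0.60, adjusted p = 0.00123 from edgeR), the smallest adjusted p-value of all miRNAs tested. It ranged from 4.27 to 4.77 when each library was left out in turn, and was 3.05 within the lower Q30 group. Every DLBCL library exceeded every healthy library (two-sided exact permutation test, p = 0.00476, the smallest p that 6 libraries against 4 allow). miR-451 is also abundant in red blood cells, whose share in these samples was not measured.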

Noteworthy miR-451 is also upregulated in this study in canine DLBCL. The tuning function of both miRNAs has been reported in tumorigenesis (81), and its expression is reportedly altered in various cancers (82–84).

The other downstream arm of the RAS pathway is the activation of MAPK. These protein kinases auto-phosphorylate their serine and threonine residues to induce or inhibit their target (85), regulating essential biological functions such as cellular division, death, oxidative stress, and immune response (86, 87). 

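Expression of miR-146a was 3659.9 ± 1493 CPM (SD, n = 6) in DLBCL and 10051 ± 1122 CPM (SD, n = 4) in healthy nodes, with a log2 fold change of -1.46 (standard error 0.35, adjusted p = 0.0397 from edgeR). It was -1.78 within the lower Q30 group, and the call held in 4 of the 10 fits that each left out one library. miR-31 changed in the other direction, from 23.2 ± 5.74 CPM (SD, n = 4) in healthy nodes to 290.2 ± 226 CPM (SD, n = 6) in DLBCL. Its log2 fold change was 3.64 (standard error 0.69, adjusted p = 0.014 from edgeR), and 4.61 within the lower Q30 group. The call was lost without Healthy2 and without Healthy4, and the log2 fold change stayed between 3.31 and 3.85 over the 10 fits. For both miRNAs the values of the groups did not overlap (exact permutation test, p = 0.00476 for each).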

We found that miR-146a and miR-31, involved in this pathway, are dysregulated in canine DLBCL compared to lymph node tissue from healthy dogs. The expression of miR-146a is altered in various cancers (88, 89) and reportedly targets IRAK1 and TRAF6, leading to the inactivation of the inflammatory, tumorigenic NF-kB signaling pathway (90, 91), apoptosis stimulation, and cancer cell proliferation reduction (92). Function studies are needed to determine the role of miR-146a in canine DLBCL. We also verified miR-31 overexpression in the DLBCL group compared to controls. The intricate dual function of miR-31 has been studied in various cancers (93–97). As a tumor suppressor, miR-31 affects genes implicated in PI3K/AKT and DNA repair, while its upregulation activates other pathways, including WNT, Hippo, and NF-κB (98). Given its upregulation in this study, miR-31 may act as an oncomiR in canine DLBC lymphoma; however, further studies are needed to elucidate its regulatory role in the carcinogenesis of this tumor.

Activation of signal transduction pathways such as RAS-PI3K/AKT and RAS-MAPK will converge on the nucleus to activate transcription factors responsible for diverse cellular functions. The MYC proto-oncogene rapidly responds to the stimulation of the RAS-MAPK pathway. The C-Myc signaling pathway regulates critical cellular functions, including division, diversification, cell signaling, metabolic activity, and cell death. Substantial evidence supports that abnormal MYC expression drives tumor onset and progression (99) and links it to all defining features of cancer (100, 101). Notably, we verified the overexpression of the oncogenic polycistronic cluster miR-17/92 (miR-17, miR-18a, miR-19b, miR-20a, and miR-92a), also known as oncomiR-1 (102, 103) and its paralogue miR-106a/363 (miR-106a, and miR-92a) (104) in canine DLBCL compared to healthy lymph nodes. 

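The annotation of UU_Cfam_GSD_1.0 lists the 6 genes of the miR-17/92 cluster as direct neighbours, and likewise the 6 genes of the miR-106a/363 cluster. It lists a gene for miR-19b and one for miR-92a in each cluster, so that the reads of these mature miRNAs cannot be assigned to one cluster. miR-20a, miR-20b and miR-106a have related sequences between which the counting could split reads. The same holds for miR-17 unless the counted arm is that of the panel's assay, miR-17-3p. In the list test of all 6 mature miRNAs of miR-17/92, which adds miR-19a to those named, 6 of 6 were higher in DLBCL, with a median log2 fold change of 1.80 (adjusted p = 0.00257 from limma's camera on the edgeR fit, adjusted over 11 lists). For miR-106a, miR-18b, miR-20b and miR-363, 4 of 4 were higher, with a median of 2.08 (adjusted p = 0.0116 from the same limma test). Their medians within the lower Q30 group were 2.46 and 2.53. Most members of both clusters are among the 35 DEMs that the study picked from these libraries, so the list p-values are not independent evidence. On the fit of all 10 libraries, of the 6 lists that camera called at its preset correlation, both of these among them, 5 were also called by fry and 1, that of red blood cells, with an estimated correlation. The largest change came from the estimated correlation, which gave both clusters an adjusted p of 0.173 (0.11 to 0.367 over all fits). Over the same fits camera at its preset correlation gave 0.000231 to 0.0114 for miR-17/92 and 0.00196 to 0.0446 for miR-106a/363, and fry gave 0.0053 to 0.172 and 0.00222 to 0.24. Taken singly, miR-20a measured 2949 ± 1752 CPM (SD, n = 6) in DLBCL and 764 ± 501 CPM (SD, n = 4) in healthy nodes, a log2 fold change of 1.95 (standard error 0.59, adjusted p = 0.0806 from edgeR). miR-92a, the most abundant member of miR-17/92, measured 5676 ± 4280.3 CPM (SD, n = 6) and 1620.1 ± 426 CPM (SD, n = 4), a log2 fold change of 1.81 (standard error 0.50, adjusted p = 0.0565 from edgeR), which was 1.07 within the lower Q30 group and 1.34 without DLBCL3. miR-106a was near 1 CPM in healthy nodes, at 0.921 ± 0.714 CPM (SD, n = 4), and at 4.18 ± 2.86 CPM (SD, n = 6) in DLBCL. The log2 fold changes of the other members named were 1.61 for miR-17, 1.78 for miR-18a, 1.76 for miR-19b and 2.16 for miR-106a, with edgeR adjusted p-values of 0.128, 0.118, 0.109 and 0.109. In the lower Q30 group they were 2.12, 2.59, 2.32 and 2.97, and miR-20a was at 2.69. Healthy2 held less miR-19b than the other healthy libraries, and DLBCL5 less miR-20b than the other DLBCL libraries. The panel's assay for miR-17 is listed as that for miR-17-3p, whereas the counts name miR-17 without an arm. Of the 10 members, miR-363 alone was a DEM in the edgeR fit, and DESeq2 called 8, all but miR-19a and miR-18b.

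**Figure D4:**
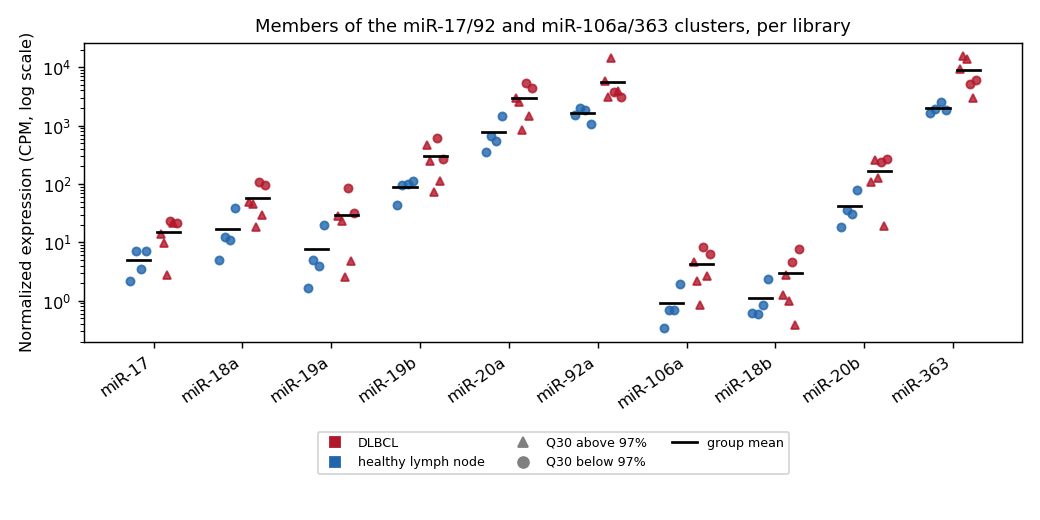
Normalized expression (CPM, log scale) of the members of the miR-17/92 and miR-106a/363 clusters in the 6 DLBCL libraries (red) and the 4 healthy libraries (blue). Triangles mark the higher and circles the lower Q30 group, black lines give the group means, and the DLBCL mean lies above the healthy mean for each of the 10 miRNAs, while single libraries overlap except for miR-92a and miR-363.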

OncomiR-1 is frequently dysregulated in canine and human DLBCL (105–108). OncomiR-1 is a direct downstream target of Myc (109). Myc regulates and activates oncomiR-1 that, in turn, targets and inhibits PTEN (110–112), consequently activating AKT (113, 114), as well as attenuates the proapoptotic protein BimL (115, 116) or transcription factor E2F (117, 118) hence, preventing apoptosis and DNA repair. Strong evidence suggests that the aberrant expression of oncomiR-1 leads to cancer development, including B-cell lymphoma in humans (119–121) and murine models (102, 103, 122). In line with previous studies, we observed the overexpression of miR-19b/20a (111, 123), which is known for repressing apoptosis and inducing malignant transformation by activating the mammalian target of the rapamycin (mTOR) pathway (124–126) and by suppressing PTEN (123, 127, 128).

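miR-34a was sequenced at 295 ± 270.1 CPM (SD, n = 6) in DLBCL and 18.4 ± 7.05 CPM (SD, n = 4) in healthy nodes, a log2 fold change of 4.00 (standard error 1.05, adjusted p = 0.0397 from edgeR). Its value in DLBCL3, 4.05 CPM, lay below each healthy library, while the other DLBCL libraries ranged from 91.3 CPM in DLBCL5 to 754 CPM in DLBCL4. The two-sided exact permutation test over all splits of the libraries gave p = 0.0667. The lower Q30 group alone gave 4.99. The DEM call held in 4 of the 10 fits that left out one library, those without DLBCL2, DLBCL3, DLBCL4 or DLBCL5, and it was lost with DESeq2's size factors or mapped reads in the edgeR fit and with limma-trend on TPM.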

Along with our previous study (129), sRNA-Seq and RT-qPCR quantification verified the upregulation of miR-34a in canine DLBCL (120, 129–131). This finding does not corroborate studies in human cancers where miR-34 is downregulated (132). This finding is explained by Christofferson and collaborators (2010), who elucidated the role of miR-34a in cellular senescence where it was activated independently of p53, the upstream regulator, to inhibit MYC through utilizing another pathway that involves the ETS transcription factor ELK1 (133, 134). 

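The mean expression of miR-150 was 1009 ± 488 CPM (SD, n = 6) in DLBCL and 7916 ± 5434 CPM (SD, n = 4) in healthy nodes. Its log2 fold change of -2.97 (standard error 0.50, adjusted p = 0.00687 from edgeR) had the second smallest adjusted p-value of the miRNAs tested. Over the fits that left out one library it ranged from -3.21 to -2.45, and the call was lost only without Healthy4. The lower Q30 group gave -3.49. Every DLBCL library had less miR-150 than every healthy library (exact permutation test, p = 0.00476). miR-150 is also high in mature resting lymphocytes, whose share in the samples was not measured.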

We also report the downregulation of the tumor suppressor miR-150, a regulator of MYC (135). The effect of increased expression of miR-150 in reducing tumor growth has been investigated in many cancers (136–138). Xiao and collaborators (2016) investigated the regulatory role between miR-150 and c-Myb in B-cell development *in vivo* (139, 140) and concluded that miR-150 is expressed in mature lymphocytes and directly targets and activates c-Myc (141). The interplay between miR-150 and c-Myb can result in a wide range of changes, such as a severe block of B-cell development, deletion of the c-Myb, or one of the mature B-cell subsets expansion in case of miR-150 deficiency (142). Function studies of miR-150 are warranted in canine DLBCL.

Nuclear factor-κB (NF-κB) belongs to a family of inducible transcription factors that regulate many genes involved in immune and inflammatory responses. We report the downregulation of miR-217 in canine DLBCL, in agreement with what is reported in many cancers (143–145). 

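miR-217 measured 36.5 ± 70.2 CPM (SD, n = 6) in DLBCL and 325 ± 54.5 CPM (SD, n = 4) in healthy nodes, a log2 fold change of -3.16 (standard error 1.10, adjusted p = 0.109 from edgeR). DLBCL4, with 179.5 CPM, held most of the miR-217 of the DLBCL group, in which the other libraries ranged from 1.04 to 14.3 CPM. Without DLBCL4 the log2 fold change was -5.36 and miR-217 was a DEM, while leaving out any other library gave no call. In the lower Q30 group, which contains DLBCL4, it was -1.80. DESeq2, limma-voom with sample quality weights and limma-trend on the authors' TPM values each called miR-217 a DEM. The groups did not overlap (two-sided exact permutation test, p = 0.019).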

Although the function of miR-217 is not fully established in B-cell lymphomas, the overexpression of miR-217-5p significantly decreased breast cancer cell proliferation, invasion, migration, and suppressed epithelial-to-mesenchymal transition due to the inhibition of the NF-κB signaling pathway by directly targeting metadherin (MTDH) (146) which is also known as astrocyte elevated gene 1 (AEG1) or LYRIC (Lysine Rich CEACAM1) (147). In laryngeal cancer, miR-217 exerts an anti-metastatic and antiproliferative effect via repression of its downstream target genes MTDH and the programmed cell death protein 1-ligand 1 (PD1-L1) (148) at the translational level. Interestingly, the increased expression of MTDH may also be driven by the PI3K/ARK, MAPK, Myc, and Wnt/β-catenin pathways (147, 149). It is noteworthy that given the multiple pathways interactions, oncogenic roles, and involvement in the chemoresistance of MTDH/LYRIC, there is an increased interest in investigating this molecule as a potential therapeutic target in cancer (147).

We also report two dysregulated miRNAs in canine DLBCL involved in the p53 pathway: miR-664 (upregulated) and miR-379-5p (downregulated). 

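miR-664 was counted at 1.23 ± 0.582 CPM (SD, n = 6) in DLBCL and 0.365 ± 0.189 CPM (SD, n = 4) in healthy nodes, a log2 fold change of 1.76 (standard error 0.64, adjusted p = 0.113 from edgeR). At this level its values rest on few reads. DLBCL3 was far above the other DLBCL libraries at 2.4 CPM and Healthy5 far below the other healthy libraries at 0.0879 CPM, and the groups did not overlap (exact permutation test, p = 0.00476). miR-379 measured 55 ± 46.1 CPM (SD, n = 6) in DLBCL and 200.0 ± 133 CPM (SD, n = 4) in healthy nodes, with a log2 fold change of -1.86 (standard error 0.65, adjusted p = 0.109 from edgeR). Without DLBCL2 it was -2.30 and past both thresholds, and it was -0.70 when scaled to total miRNA reads only. For the lower Q30 group the log2 fold changes were 1.55 for miR-664 and -1.65 for miR-379. DESeq2 called both miRNAs DEMs.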

The p53 protein responds to a wide range of cellular stress signals (150) by regulating cell cycle and DNA repair, enhancing cell senescence (151) and apoptosis, and altering the cellular environment by changing the extracellular matrix and angiogenesis in a specific tissue location (152). Thus, the p53 pathway is tightly regulated by positive or negative feedback loops (152). The upregulation of miR-664 is also reported in human lung cancer cells (153), osteosarcoma (154), and hepatocellular carcinoma, where it was associated with poor prognosis (155). In squamous cell carcinoma, miR-664 upregulation promotes cell proliferation, migration, and invasion by targeting interferon regulatory factor 2 (IRF2), which inhibits p53 expression (156). Conversely, a tumor suppressor function has been shown in cutaneous malignant melanoma (157) and breast cancer (158). The oncogenic function is canine DLBCL is likely, but studies are needed to determine if similar mechanisms and targets apply to this tumor. The predicted dysregulated miRNA-mediated pathways in canine DLBCL need confirmation of the inverse correlation to important targets in tumor tissues to substantiate the pathway analysis results. Thus, our subsequent studies include the integration of transcriptome and proteome data.

Our study shows the downregulation of miR-129-5p in the DLBCL samples. 

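In the sequencing counts, miR-129 was at 30.2 ± 42.2 CPM (SD, n = 6) in DLBCL and 31.8 ± 8.49 CPM (SD, n = 4) in healthy nodes, a log2 fold change of -0.07 (standard error 0.86, adjusted p = 0.968 from edgeR). DLBCL3 held 113 CPM, and the other DLBCL libraries between 3.77 and 31.8 CPM. Without DLBCL3 the log2 fold change was -1.17, still short of the adjusted threshold, and without DLBCL4 it was 0.30. With DESeq2 it was 0.18. Only the lower Q30 group alone made miR-129 a DEM, with -2.54. The paper's RT-qPCR difference in Table 3 is -1.533.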

Consistent results have been observed in other relevant research studies; gastric cancer (159, 160), colorectal cancer (161, 162), liver cancer (163), endometrial cancer (164), and esophageal cancer (165, 166). The miR-129 promoter hypermethylation (162, 167) allows the overexpression of SOX4 and, subsequently, tumor initiation, progression, and metastasis (164, 167)

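The spread within each group was measured as the distance of each library from its group's mean over the 247 miRNAs tested (root mean square on the log2 CPM scale, corrected for group size). It was 1.28 ± 0.365 (SD, n = 6) in DLBCL and 0.726 ± 0.148 (SD, n = 4) in healthy nodes, a difference of 0.558 (two-sided exact permutation test over 210 splits, p = 0.0333, each group centred first). DLBCL3 was farthest from its group, at 1.96, and without it the difference was 0.375. Leaving out any one of the healthy libraries gave exact p-values above 0.05. With 2 DLBCL libraries in the lower Q30 group and no healthy library in the higher one, the spread could not be compared within a Q30 group. The healthy dogs were all female, of the same listed breed and of similar age, while the dogs with DLBCL differed in breed and sex. The wider spread in DLBCL can therefore not be assigned to the tumours. The log2 CPM of each of the 14 DEMs was also set against the mitotic count of the 6 dogs with DLBCL (Supplementary Table 1). The dogs are listed there as L1 to L6 and were assumed to be DLBCL1 to DLBCL6 by their numbers. Of these 14 relations, 0 had an adjusted p-value under 0.05 and 0 an unadjusted one (exact permutation of 720 pairings). The largest Pearson's r was that of miR-363, at 0.62 (exact p = 0.185, adjusted p = 0.988), with a Spearman's rho of 0.60 (exact p = 0.242, adjusted p = 0.909). Without the pair of dogs whose mitotic counts lay farthest from the median, its r over the remaining 4 was 0.99. Neither Q30 group holds 6 DLBCL libraries, so these relations could not be tested within a group.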

Limitations of the study include a variation in the miRNA expression observed within the DLBCL group (**Figure 1**, **Supplementary Table 1**); this is explained by the heterogeneous nature of lymphomas even within the same type and subtypes, and corroborated by differences in mitotic index, staging, and progression-free survival time (168). Two biologically distinct groups are observed when focusing on validated DEMs between healthy and DLBCL patients (**Figure 7B**). 

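Clustering of the 10 libraries by the 23 miRNAs of the RT-qPCR results (average linkage on 1 minus Pearson's r of z-scored log2 CPM) placed 0 libraries in the wrong one of 2 clusters, with the 4 healthy libraries in one and the 6 DLBCL libraries in the other. Complete linkage, DESeq2's size factors and leaving out each library in turn also misplaced 0. These miRNAs were chosen by the study on these dogs. Of 10000 random lists of 23 miRNAs matched on mean expression, 23.6% parted the groups as well, whereas all 247 miRNAs together misplaced 3 libraries. Taken singly, 20 of the 35 DEMs of the paper did not overlap between the groups, nor did 22 of the 48 miRNAs that add the rest of the panel, miR-486 and miR-486-3p, nor 32 of all 247, where chance gives 0.952%. A miRNA whose values do not overlap over all 10 libraries does not overlap within the lower Q30 group either.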

Despite the heterogeneity of this disease, this set of 23 miRNAs can differentiate DLBCL from healthy patients. Further analyses with a larger cohort of DLBCL cases are needed to determine if DEMs within DLBCL patients may be markers to subtype or infer prognostication.

Unlike human studies, our study compared fresh frozen lymph nodes from canine DLBCL patients to healthy controls instead of reactive lymph nodes. Biopsy for histopathology of reactive lymph nodes is not commonly performed in a clinical setting in dogs due to concerns about the dog’s comfort, the invasiveness of the procedure, the possibility of complications, and the dog owners’ decision. A few studies on human patients revealed altered expression of miRNAs in reactive lymph nodes (169–173). These miRNAs may regulate immune cell activities and lead to lymph node reactivity. Thus, our subsequent studies will focus on a large prospective cohort of patients exploring different sample types (i.e., fine-needle aspirate) and the ability of the reported DEMs to discriminate DLBCL from other lymphomas and reactive lymph nodes.

## 5 Conclusions

Identifying biomarkers that allow earlier diagnosis of DLBCL is critical to improving treatment outcomes. Our study revealed 24 upregulated and 11 downregulated miRNAs in canine DLBCL relative to normal lymph nodes by sRNA-Seq, totaling 35 DEMs. From those, 23 DEMS were validated by RT-qPCR, 14 were upregulated, and nine were downregulated. Our results hold the promise of miRNAs as diagnostic biomarkers for DLBCL. Many DEMs identified herein are reportedly dysregulated in human DLBCL, such as the well-described miR-17/92 cluster, and miRNAs miR-106a, miR-451a, and miR-31 that were upregulated. Moreover, miR-150, miR-151, and miR-152 are downregulated in DLBCL in dogs and humans. Two DEMs (miR-216b and miR-1839) are reported for the first time to be differentially expressed between DLBCL and healthy controls in dogs. 

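For miR-216b, expression was 147 ± 173 CPM (SD, n = 6) in DLBCL and 1051 ± 395 CPM (SD, n = 4) in healthy nodes, a log2 fold change of -2.84 (standard error 0.87, adjusted p = 0.0806 from edgeR). It was -2.22 within the lower Q30 group. Without DLBCL4, which held the most miR-216b of the DLBCL libraries, it was -3.55 and miR-216b was a DEM. The fit with at least 10 reads required in every library, DESeq2, limma-voom with sample quality weights and limma-trend on TPM called it as well. miR-216b and miR-217 are neighbours in the annotation of UU_Cfam_GSD_1.0, and both fell. miR-1839 rose from 160.2 ± 38.4 CPM (SD, n = 4) in healthy nodes to 729.7 ± 558 CPM (SD, n = 6) in DLBCL, with a log2 fold change of 2.19 (standard error 0.57, adjusted p = 0.0397 from edgeR) and of 1.67 within the lower Q30 group. The call held without any one of DLBCL2 to DLBCL6, and was lost without DLBCL1 or any one of the healthy libraries. Every DLBCL library lay below every healthy library for miR-216b and above every healthy library for miR-1839 (two-sided exact permutation test, p = 0.0143 for each).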

KEGG enrichment pathway analysis showed that the predicted target genes regulated by DEMs are mainly implicated in metabolic pathways, pathways in cancer, PI3K-AKT pathway, and MAPK signaling pathway. Our study serves as a building block for subsequent studies that will validate the diagnostic utility of this set of DEMs in a larger, prospective cohort of patients. The ability of this set of DEMs to distinguish DLBCL from other lymphoma subtypes and reactive lymph nodes will also be explored in future work. Our study serves as a guideline for subsequent experimental studies to determine the targets and functions of these altered miRNAs in canine DLBCL.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240893.

## Ethics statement

The animal studies were approved by The Purdue Animal Care and Use Committee (protocols #1708001607 and #1111000308). The studies were conducted in accordance with the local legislation and institutional requirements. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

Conceptualization: NE, MC, and AS. Data curation: NE and MG. Formal analysis: NE, NL, and MG. Investigation: NE, MC, MG, and AS. Methodology: NE, MG, and AS. Project administration: AS. Resources: AS, NE. Software: NE, MG, and ES. Supervision: MC and AS. Validation: NE and ES. Writing original draft: NE, ES, NL, and AS. Writing, review & editing: NE, ES, MC, MG, NL, and AS. All authors have read and agreed to the published version of the manuscript.

# Supplementary material for: miRNome expression analysis in canine diffuse large B-cell lymphoma
**Source:** Front Oncol. 2023 Aug 30;13:1238613. doi: 10.3389/fonc.2023.1238613
**Supplement:** Supplementary file 1

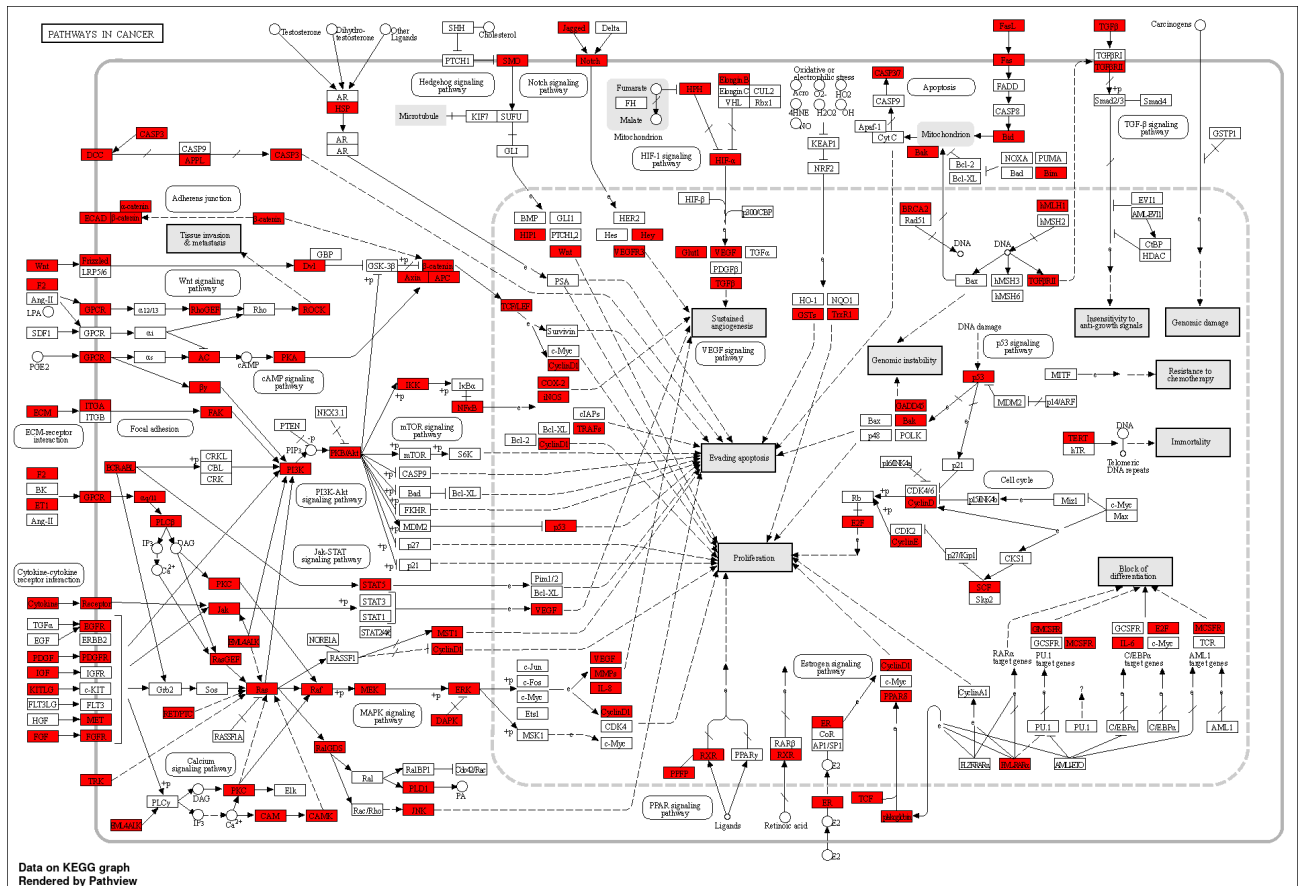

**Figure S1:** Kyoto Encyclopedia of Genes and Genomes (KEGG) diagram showing the predicted target genes of the the differentially expressed miRNAs (DEMs) enriched in the Pathways in cancer.

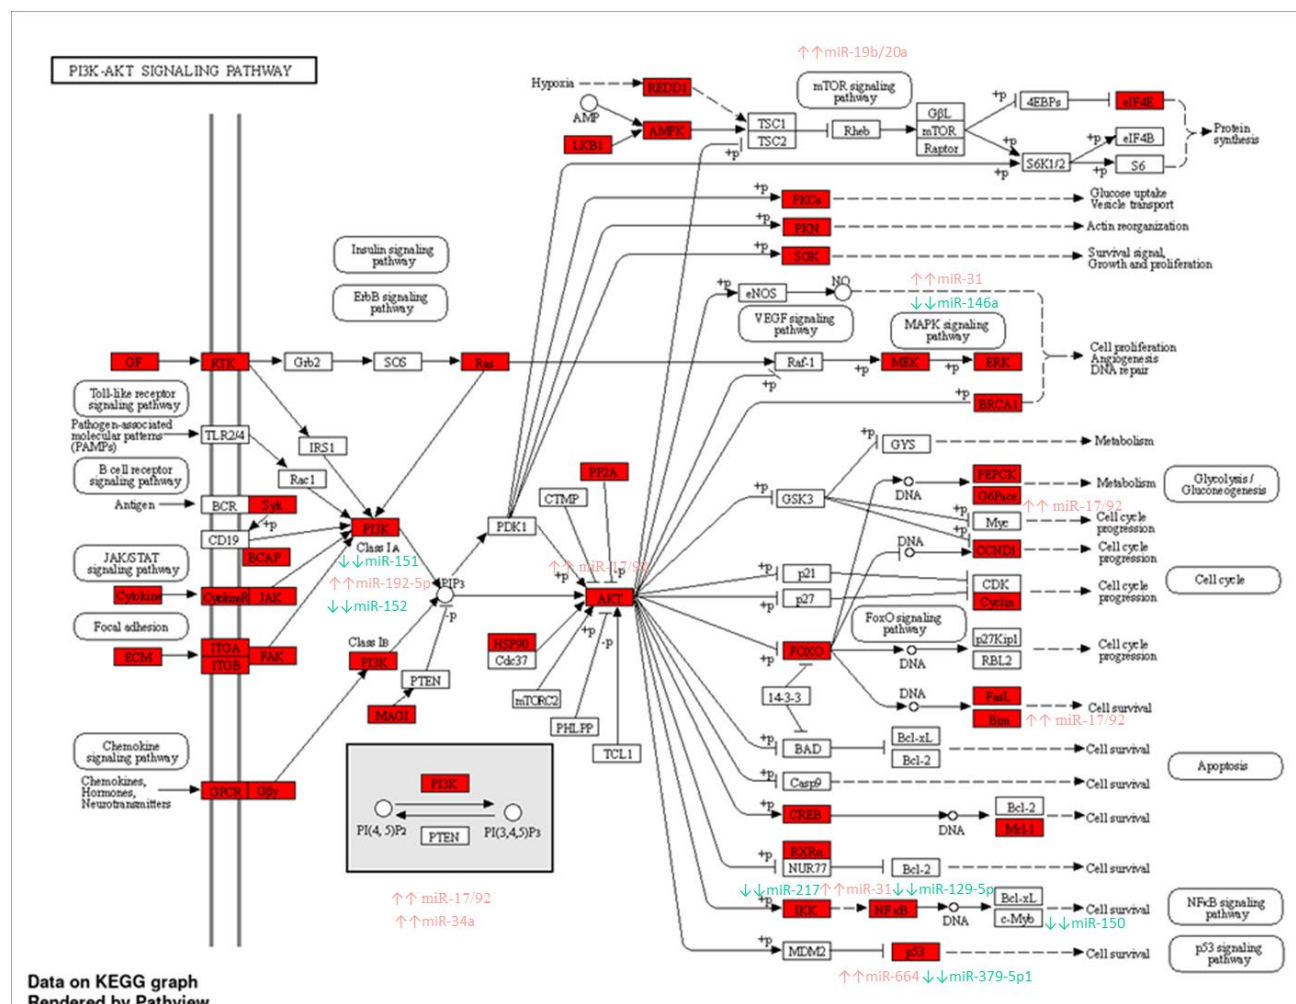

**Figure S2:** Kyoto Encyclopedia of Genes and Genomes (KEGG) diagram showing the predicted target genes of the differentially expressed miRNAs (DEMs) enriched in the PI3K-Akt pathway and the DEMs expression in each pathway, red represents overexpression while green represents downregulation.

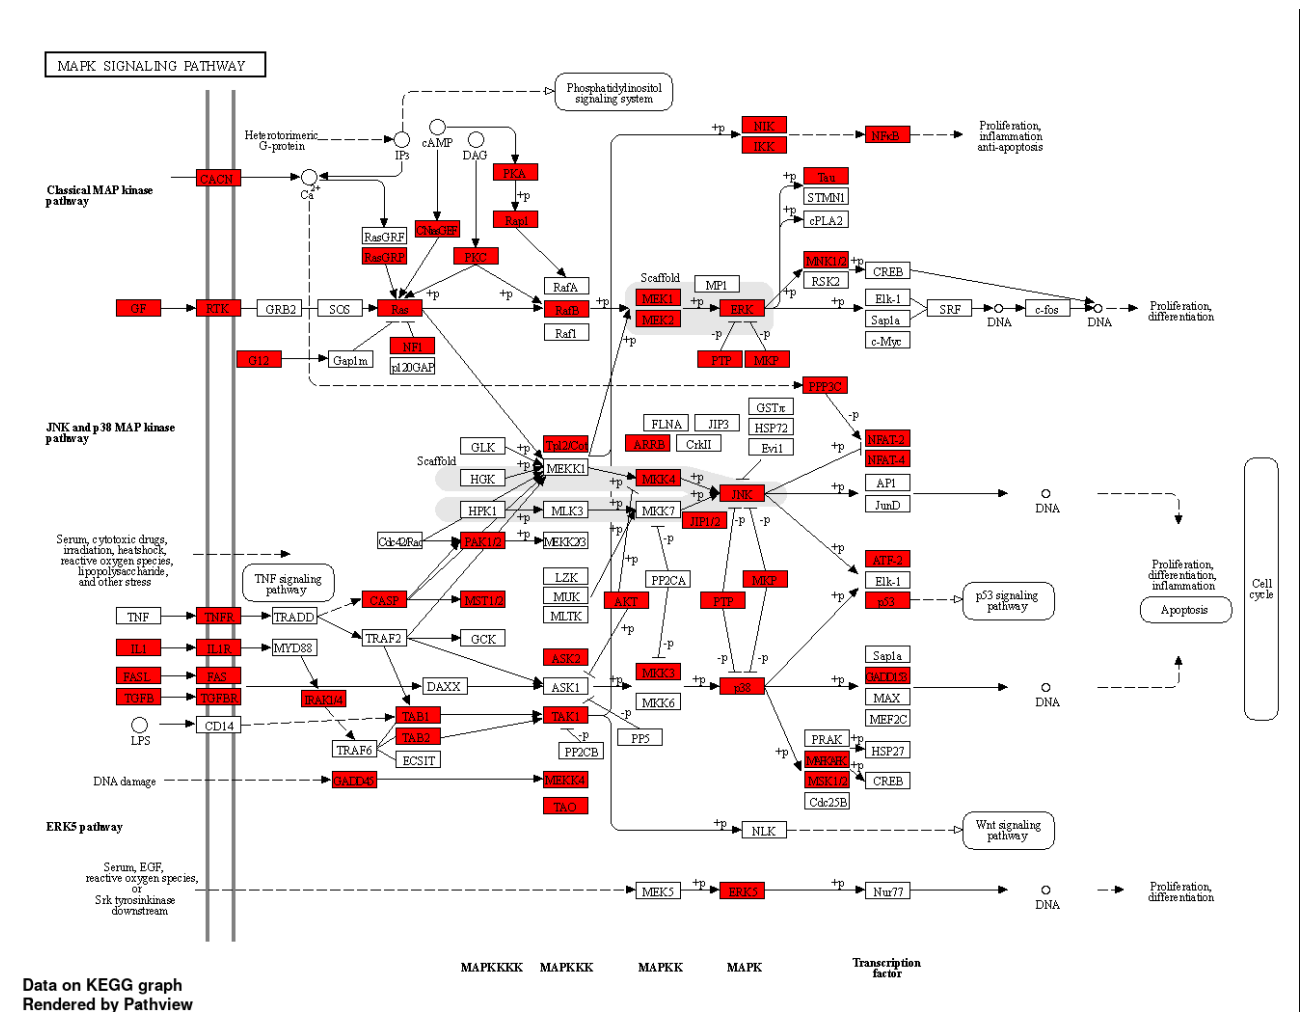

**Figure S3:** Kyoto Encyclopedia of Genes and Genomes (KEGG) diagram showing the predicted target genes of the differentially expressed miRNAs (DEMs) enriched in MAPK Pathways

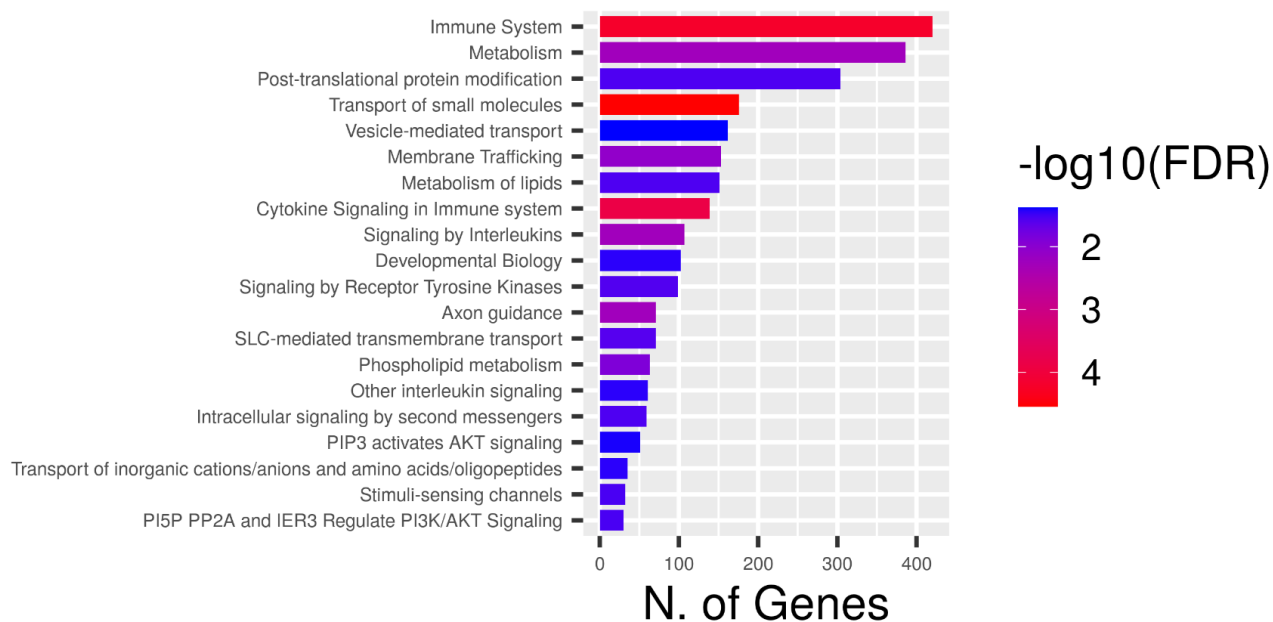

**Figure S4:** Reactome pathways annotation of the differentially expressed miRNAs (DEMs) targets in DLBCL. The name of each pathway is shown on the y-axis. Abscissa showed the number of genes enriched in each pathway. The bigger the fold enrichment is, the more significant the pathway. The color of the barplot represented negative log10 of the false discover rate (FDR) (red: high, blue: low).

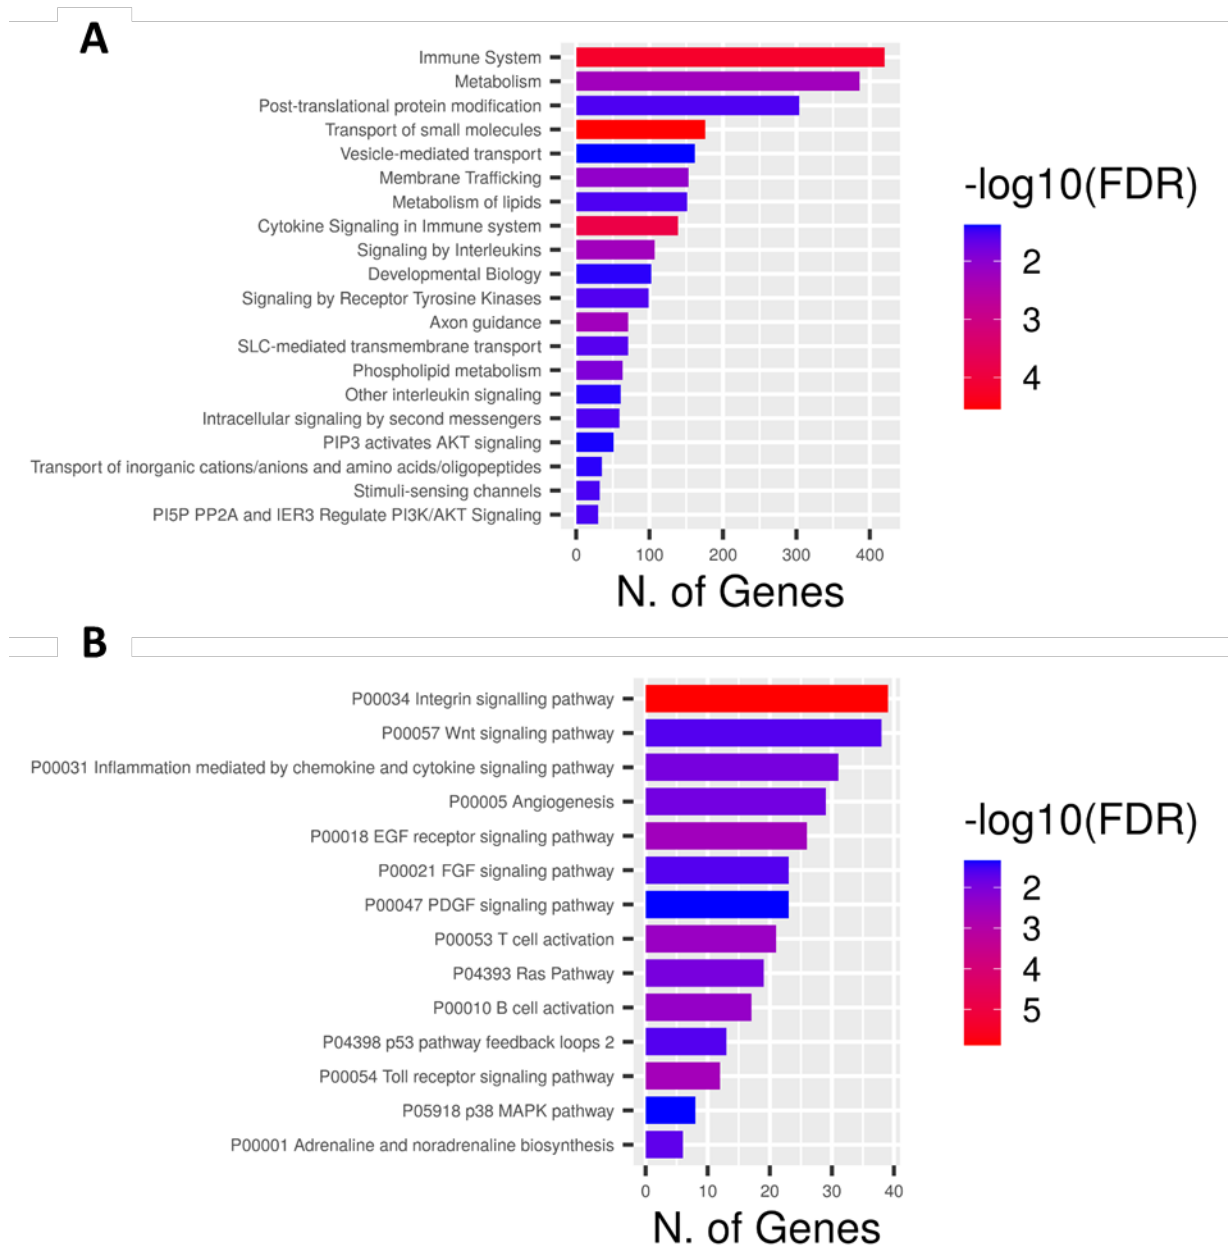

**Figure S5:** A) PANTHER pathways annotation of DEMs targets in DLBCL. The name of each pathway is shown on the y-axis. Abscissa showed the number of genes enriched in each pathway. The bigger the fold enrichment is, the more significant the pathway. The color of the barplot represented negative  $\log_{10}$  of the false discover rate (FDR) (red: high, blue: low).

B) WikiPathways annotation of the differentially expressed miRNAs (DEMs) targets in DLBCL. The name of each pathway is shown on the y-axis. Abscissa showed the number of genes enriched in each pathway. The bigger the fold enrichment is, the more significant the pathway. The color of the barplot represented negative  $\log_{10}$  of the false discover rate (FDR) (red: high, blue: low).

# Supplementary material for: miRNome expression analysis in canine diffuse large B-cell lymphoma
**Source:** Front Oncol. 2023 Aug 30;13:1238613. doi: 10.3389/fonc.2023.1238613
**Supplement:** Supplementary file 2

**Supplementary Table 1A**: Diffuse large B-cell lymphoma animals’ clinical information

| **Sample** | **Sex** | **Breed** | **History** | **Histopathology** | **Mitotic count** | **Tingible bodies** | **IHC** | **WHO stage at diagnosis** | **Cause of death** | **Progression-free survival (days)** | **Overall Survival (days)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| L1 | Castrated male | Mixed | lymphoma had been previously diagnosed. The patient has swelling of the neck. Chest radiographs were performed as well as a fine needle aspirate of lymph nodes. | Diffuse large B cell lymphoma, immunoblastic-centroblastic, intermediate/high grade | 10.2/hpf | yes | CD79a+CD3- | 5 | Lymphoma | 125 | 198 |
| L2 | Castrated male | Mixed | 1 month history of enlarged lymph nodes.  Suspect lymphoma | Diffuse, large cell lymphoma, intermediate grade | 7.1/hpf | yes | CD79a+Pax5+CD3- | 4 | Lost to follow-up | >176 | >176 |
| L3 | Neutered female | Golden | LN felt bigger/ generalized lymphadenopathy | Diffuse large B-cell lymphoma, immunoblastic type, intermediate grade | 7.4/hpf | no | CD79a+CD3- | 5 | Lymphoma | 65 | 183 |
| L4 | Intact male | Dogue de Bordeaux | diagnosis of lymphoma by fine needle aspirate. | Diffuse large cell lymphoma, intermediate grade | 5/hpf. | yes | CD79a+Pax5+CD3- | 4 | Lymphoma | 154 | 235 |
| L5 | Intact female | Basset hound | Previously diagnosed multicentric lymphoma. Upon presentation, she was in good spirits, and appeared to be in generally good condition apart from having numerous enlarged lymph nodes throughout her body. | Diffuse large cell lymphoma immunoblastic-centroblastic, intermediate grade | 4.1/hpf | Scant | Cd20+CD3- | 4 | Lymphoma | 16 | 100 |
| L6 | Castrated male | German Shepperd | Mandibular lymph node enlargement unresponsive to antibiotics. Biopsy prior to referral indicated aggressive nodal lymphoma | Diffuse, large cell lymphoma, centroblastic-immunoblastic, intermediate grade | 1.7/hpf | yes | CD79a+CD3- | 5 | Abdominal hemorrhage - etiology unspecified | 327 | 551 |

**Supplementary Table 1B**: Healthy animals’ demographic information

| **Symbol** | **Sex** | **Age (yr)** | **Breed** | **Weight (kg)** |
| --- | --- | --- | --- | --- |
| H2 | **Female** | **0.7** | **Hound X** | **25.0** |
| H3 | **Female** | **0.7** | **Hound X** | **23.6** |
| H4 | **Female** | **0.7** | **Hound X** | **25.0** |
| H5 | **Female** | **0.6** | **Hound X** | **16.4** |

**Supplementary Table 2:** Samples of RNA extraction information

| Sample IDs | total RNA ng/uL | 280/260 | 260/230 | Qubit miRNAs ng/uL |
| --- | --- | --- | --- | --- |
| Healthy 2 | 148 | 1.98 | 1.89 | 60.6 |
| Healthy 3 | 255 | 1.95 | 2.29 | 68.4 |
| Healthy 4 | 192 | 1.95 | 2.29 | 92.2 |
| Healthy 5 | 457 | 2.01 | 2.27 | 146 |
| DLBCL 1 | 246.1 | 1.99 | 2.26 | 134 |
| DLBCL 2 | 299.8 | 1.99 | 2.26 | 66 |
| DLBCL 3 | 58 | 1.97 | 2.17 | 16.5 |
| DLBCL 4 | 100.1 | 1.92 | 2.24 | 9.92 |
| DLBCL 5 | 79.6 | 1.98 | 2.11 | 17.4 |
| DLBCL 6 | 96.9 | 1.92 | 2.14 | 65.2 |

**Supplementary Table 3:** Raw data stat: Sample refers to sample identification. Reads relate to the statistics of the small RNA sequencing data. Bases stand for the sequence number times the length of the sequence in Giga base pairs. Error rate denotes to Sequencing error rate. Phred quality score (Q score) is logarithmically linked to base calling error. Q20 is the overall percentage of Phred values greater than 20 base. Q30 represents the overall percentage of Phred values greater than 30 bases. G.C. content refers to the G and C bases within the overall base.

| Sample | Reads | Bases | Error rate | Q20 | Q30 | GC content |
| --- | --- | --- | --- | --- | --- | --- |
| DLBCL1 | 5.4E+07 | 2.713G | 0.01% | 99.40% | 97.91% | 50.17% |
| DLBCL2 | 5.4E+07 | 2.707G | 0.01% | 99.53% | 98.22% | 49.90% |
| DLBCL3 | 6.2E+07 | 3.115G | 0.01% | 99.54% | 98.30% | 49.64% |
| DLBCL4 | 5.2E+07 | 2.605G | 0.01% | 98.75% | 95.95% | 49.08% |
| DLBCL5 | 5.1E+07 | 2.532G | 0.01% | 99.50% | 98.08% | 49.47% |
| DLBCL6 | 5E+07 | 2.524G | 0.01% | 98.52% | 95.19% | 49.63% |
| Healthy2 | 5E+07 | 2.525G | 0.01% | 98.85% | 96.46% | 48.51% |
| Healthy3 | 5E+07 | 2.498G | 0.01% | 98.73% | 96.07% | 48.64% |
| Healthy4 | 5E+07 | 2.509G | 0.01% | 98.80% | 96.19% | 48.72% |
| Healthy5 | 5.1E+07 | 2.549G | 0.01% | 98.89% | 96.50% | 48.42% |

**Supplementary Table 4:** The data cleaning statistics of each sample. Total reads refer to total sequenced reads. N% > 10% represents the percentage of reads with poly-N. The percentage of low-quality reads equals 0%. The percentage of reads with '5'adapter contaminations is less than 0.02%. The percentage of reads without a '3' adapter or insert is less than 8%. The percentage of reads with Ploy A/T/G/C tails is less than 3%. Total clean reads as a percentage of raw reads are more than 89%.

| Sample | Total reads | N% > 10% | Low quality | 5_adapter contamine | 3_adapter_null or insert null | With ploy A/T/G/C | Clean reads |
| --- | --- | --- | --- | --- | --- | --- | --- |
| DLBCL1 | 54260466 (100.00%) | 1226 (0.00%) | 0 (0.00%) | 6546 (0.01%) | 4383713 (8.08%) | 1496071 (2.76%) | 48372910 (89.15%) |
| DLBCL2 | 54146156 (100.00%) | 1185 (0.00%) | 0 (0.00%) | 2584 (0.00%) | 659833 (1.22%) | 244775 (0.45%) | 53237779 (98.32%) |
| DLBCL3 | 62294056 (100.00%) | 1410 (0.00%) | 0 (0.00%) | 3572 (0.01%) | 699057 (1.12%) | 395878 (0.64%) | 61194139 (98.23%) |
| DLBCL4 | 52107088 (100.00%) | 761 (0.00%) | 0 (0.00%) | 8010 (0.02%) | 2440768 (4.68%) | 760642 (1.46%) | 48896907 (93.84%) |
| DLBCL5 | 50642538 (100.00%) | 1124 (0.00%) | 0 (0.00%) | 4233 (0.01%) | 1199612 (2.37%) | 278982 (0.55%) | 49158587 (97.07%) |
| DLBCL6 | 50483967 (100.00%) | 1081 (0.00%) | 0 (0.00%) | 6028 (0.01%) | 2178306 (4.31%) | 116769 (0.23%) | 48181783 (95.44%) |
| Healthy2 | 50491187 (100.00%) | 713 (0.00%) | 0 (0.00%) | 871 (0.00%) | 285191 (0.56%) | 72114 (0.14%) | 50132298 (99.29%) |
| Healthy3 | 49952302 (100.00%) | 1129 (0.00%) | 0 (0.00%) | 1024 (0.00%) | 417821 (0.84%) | 92268 (0.18%) | 49440060 (98.97%) |
| Healthy4 | 50189807 (100.00%) | 1131 (0.00%) | 0 (0.00%) | 1527 (0.00%) | 704940 (1.40%) | 21418 (0.04%) | 49460791 (98.55%) |
| Healthy5 | 50977527 (100.00%) | 1169 (0.00%) | 0 (0.00%) | 1575 (0.00%) | 651615 (1.28%) | 63892 (0.13%) | 50259276 (98.59%) |

**Supplementary Table 5:** The reference mapping statistics. Total sRNA means the number of total small RNAs after the length filter. Mapped sRNA refers to the number of sRNAs mapped to the genome, and its percentage "+" Mapped sRNA refers to the number of mapped sRNAs in the same direction as the genome and its percentage while "- "Mapped sRNA refers to the number of mapped sRNAs in the opposite direction the genome its percentage.

| Sample | Total sRNA | Mapped sRNA | “+” Mapped sRNA | “-“ Mapped sRNA |
| --- | --- | --- | --- | --- |
| DLBCL1 | 43531152 (100.00%) | 29054623 (66.74%) | 18481017 (42.45%) | 10573606 (24.29%) |
| DLBCL3 | 58084783 (100.00%) | 41489325 (71.43%) | 20833051 (35.87%) | 20656274 (35.56%) |
| DLBCL2 | 51507163 (100.00%) | 35669186 (69.25%) | 20559742 (39.92%) | 15109444 (29.33%) |
| Healthy2 | 49417176 (100.00%) | 38835606 (78.59%) | 7733564 (15.65%) | 31102042 (62.94%) |
| DLBCL4 | 45000620 (100.00%) | 32975154 (73.28%) | 19138638 (42.53%) | 13836516 (30.75%) |
| DLBCL5 | 45902459 (100.00%) | 34028229 (74.13%) | 16809779 (36.62%) | 17218450 (37.51%) |
| Healthy4 | 47979259 (100.00%) | 36384742 (75.83%) | 10846718 (22.61%) | 25538024 (53.23%) |
| Healthy5 | 47983296 (100.00%) | 36055373 (75.14%) | 12615333 (26.29%) | 23440040 (48.85%) |
| DLBCL6 | 38144581 (100.00%) | 28753069 (75.38%) | 15248629 (39.98%) | 13504440 (35.40%) |
| Healthy3 | 48328650 (100.00%) | 37709838 (78.03%) | 12656444 (26.19%) | 25053394 (51.84%) |

**Supplementary Table 6:** DLBCL vs. Healthy expression analysis results.

**Supplementary Table 7:** The exported calibrated Cq for all samples.

| **miRNA ID** | **Samples ID** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Healthy_3** | **Healthy_4** | **Healthy_5** | **Healthy_6** | **DLBCL 1** | **DLBCL 2** | **DLBCL 3** | **DLBCL 4** | **DLBCL 5** | **DLBCL 6** |
| UniSp6 | 21.509 | 20.501 | 21.027 | 20.804 | 21.564 | 20.826 | 21.146 | 20.3 | 21.119 | 20.331 |
| UniSP3 | 21.638 | 21.639 | 21.637 | 21.638 | 21.638 | 21.639 | 21.638 | 21.638 | 21.638 | 21.638 |
| U6 snRNA | 23.17 | 23.361 | 21.799 | 25.919 | 21.784 | 24.668 | 24.364 | 24.414 | 20.46 | 23.407 |
| has-miR-217 | 29.263 | 30.723 | 29.746 | 30.379 | 35.723 | 36.917 | 38.013 | 31.83 | 36.874 | 36.759 |
| cfa-miR-132 | 33.314 | 34.557 | 34.192 | 33.956 | 36.873 | 34.476 | 35.051 | 36.223 | 35.985 | 34.847 |
| hsa_miR_378a-3p | 27.603 | 28.699 | 27.923 | 27.93 | 27.434 | 29.31 | 26.361 | 27.601 | 28.92 | 26.768 |
| hsa_miR_192-5P | 29.69 | 30.145 | 29.563 | 29.432 | 29.575 | 30.301 | 28.494 | 29.177 | 29.158 | 28.551 |
| hsa_miR_20a_5p | 25.286 | 25.294 | 25.145 | 24.763 | 23.725 | 23.646 | 22.875 | 23.972 | 23.879 | 23.111 |
| hsa_miR_128_3p | 28.487 | 28.771 | 28.413 | 29.816 | 28.53 | 29.182 | 28.128 | 30.046 | 28.009 | 28.916 |
| cfa_miR_106a | 25.403 | 25.672 | 25.659 | 25.582 | 24.402 | 23.905 | 23.428 | 24.549 | 24.259 | 23.892 |
| hsa_miR_92a_3p | 23.915 | 24.286 | 23.595 | 24.691 | 22.958 | 22.989 | 22.388 | 23.59 | 23.034 | 23.64 |
| cfa_miR_1842 | 32.187 | 31.682 | 31.108 | 33.11 | 31.531 | 30.977 | 30.142 | 31.926 | 31.765 | 30.641 |
| bta_miR_20b | 28.666 | 29.887 | 29.227 | 28.977 | 27.708 | 26.925 | 25.919 | 28.108 | 29.18 | 27.137 |
| hsa_miR_29c_3p | 23.972 | 23.886 | 23.634 | 24.288 | 23.836 | 24.629 | 22.986 | 23.847 | 23.612 | 23.899 |
| hsa_miR_425-5p | 26.402 | 28.283 | 26.888 | 26.931 | 26.25 | 26.939 | 26.026 | 28.226 | 26.617 | 26.492 |
| cfa_miR_19b | 23.32 | 23.608 | 23.567 | 22.924 | 22.078 | 22.7 | 22.855 | 22.151 | 22.996 | 21.912 |
| cfa_miR_144 | 35.444 | 35.208 | 35.543 | 34.909 | 32.673 | 31.952 | 35.811 | 33.489 | 33.994 | 32.501 |
| cfa_miR_1840 | 37.872 | 36.585 | 35.74 | 37.661 | 36.651 | 36.588 | 35.851 | 36.74 | 37.99 | 36.021 |
| gga_miR_18a_5p | 28.98 | 30.151 | 29.807 | 29.801 | 28.193 | 28.395 | 28.168 | 28.678 | 28.719 | 28.176 |
| hsa_miR_17-3p | 30.827 | 30.92 | 30.065 | 30.697 | 28.464 | 28.97 | 29.321 | 29.13 | 28.544 | 29.13 |
| cfa_mir_664 | 38.494 | 38.239 | 37.7 | 38.777 | 37.029 | 37.186 | 36.439 | 37.609 | 37.272 | 35.569 |
| hsa_miR_92b_3p | 38.652 | 38.488 | 39.333 | 38.881 | 38.8385062 | 39.433 | 36.724 | 38.332018 | 37.886 | 39.907 |
| hsa_miR_150_5p | 22.475 | 22.319 | 22.612 | 22.786 | 26.489 | 25.236 | 23.987 | 25.893 | 25.113 | 25.684 |
| hsa_miR_504_5p | 37.097 | 37.729 | 36.215 | 38.716 | 38.984 | 38.794 | 38.849068 | 39.417 | 38.201 | 39.034 |
| hsa_miR_574_3p | 31.274 | 32.327 | 30.077 | 32.751 | 35.051 | 31.99 | 34.622 | 33.996 | 33.344 | 33.782 |
| hsa_miR_146a_5p | 24.792 | 25.527 | 25.188 | 25.152 | 28.317 | 27.359 | 28.191 | 28.238 | 26.993 | 28.89 |
| hsa_miR_151a_5p | 26.388 | 27.028 | 26.696 | 26.45 | 28.278 | 27.828 | 30.525 | 28.403 | 28.46 | 28.107 |
| hsa_miR_216b_5p | 31.558 | 30.467 | 29.913 | 30.387 | 33.832 | 35.555 | 35.544 | 30.813 | 33.922 | 33.826 |
| hsa_miR379_5p | 31.603 | 33.544 | 33.413 | 32.765 | 36.586 | 33.636 | 38.777 | 35.4 | 38.153 | 34.199 |
| hsa_miR_885_5P | 32.888 | 34.431 | 33.125 | 34.183 | 35.844 | 35.736 | 36.973 | 35.105 | 37.333 | 35.533 |
| hsa_miR_152_3P | 27.854 | 28.972 | 28.766 | 28.456 | 31.663 | 28.989 | 30.549 | 29.928 | 30.735 | 29.607 |
| cfa_miR_139 | 36.118 | 35.144 | 31.835 | 35.573 | 36.525 | 36.23 | 35.679 | 37.439 | 32.417 | 33.442 |
| hsa_miR_21_5p | 20.969 | 22.087 | 21.29 | 21.17 | 23.094 | 22.046 | 22.789 | 23.659 | 23.138 | 21.934 |
| cfa_miR_101 | 26.879 | 26.492 | 26.113 | 25.61 | 27.082 | 26.58 | 26.838 | 26.896 | 27.244 | 26.339 |
| hsa_miR_22_3p | 25.737 | 26.185 | 25.875 | 26.215 | 27.445 | 26.738 | 28.222 | 27.937 | 26.136 | 26.835 |
| bta_miR99a_5p | 25.089 | 25.823 | 25.445 | 25.165 | 25.999 | 26.783 | 30.076 | 26.677 | 25.88 | 27.277 |
| hsa_miR_98_5P | 27.452 | 28.12 | 27.889 | 27.762 | 28.888 | 28.571 | 27.717 | 28.643 | 28.879 | 28.64 |
| hsa_miR_218_5p | 30.203 | 32.061 | 31.162 | 30.938 | 32.829 | 30.999 | 33.939 | 32.766 | 31.937 | 31.369 |
| hsa_miR_129_5p | 36.369 | 37.015 | 36.326 | 35.911 | 37.703 | 38.809 | 36.15 | 39.457 | 38.707 | 39.097 |
| cfa_miR_15a | 26.415 | 26 | 25.88 | 26.424 | 27.479 | 26.588 | 25.767 | 26.944 | 26.826 | 26.488 |
| cfa_miR_450a | 32.656 | 32.745 | 32.637 | 31.871 | 35.915 | 33.3 | 32.523 | 31.68 | 35.417 | 33.772 |
| hsa_miR_361_5p | 27.55 | 27.668 | 27.506 | 27.991 | 28.86 | 28.34 | 27.76 | 28.312 | 28.916 | 28.307 |
| hsa_miR_451a | 26.703 | 27.393 | 28.235 | 28.08 | 23.686 | 23.382 | 24.006 | 26.291 | 23.913 | 24.894 |
| cfa_miR_31 | 29.142 | 29.517 | 29.733 | 29.189 | 26.069 | 25.915 | 25.558 | 25.234 | 29.074 | 24.537 |
| hsa_miR_34a_5p | 29.729 | 30.158 | 28.762 | 30.646 | 26.351 | 26.982 | 30.95 | 26.618 | 27.315 | 26.294 |
| cfa_miR_363 | 27.479 | 28.202 | 27.146 | 27.499 | 26.999 | 25.444 | 25.14 | 27.06 | 29.089 | 26.301 |
| mmu_miR_1839 | 31.868 | 33.134 | 32.131 | 32.554 | 30.853 | 31.248 | 30.449 | 30.986 | 33.766 | 30.744 |

How the deposited data were processed for this re-analysis (not part of the article)

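Small RNA from fresh-frozen lymph nodes of 6 dogs with DLBCL and 4 healthy dogs was sequenced, one library per dog. The dogs with DLBCL were patients and the healthy dogs were purpose-bred, and the nodes were taken by biopsy under anesthesia from the former and after euthanasia from the latter. Origin and sampling therefore follow the diagnosis, and the values cannot separate them. The condition and number of each library were taken from its label, and its read statistics from the paper's supplementary tables, which list the same names.

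The authors trimmed the reads, mapped them with Bowtie, removed reads from repeats and other small RNA classes, and counted the rest on the mature miRNAs of miRBase with miRDeep2. They deposited the read counts of 320 miRNAs in each library without normalization. The authors also deposited TPM values, which the paper defines as the count divided by the total reads, on a per-million scale. The TPM values were checked against the counts and differ from counts scaled to the library's total over the listed miRNAs by at most 4.55e-05. The mapping, trimming and counting were not repeated, and the count of each miRNA is taken under the name that the authors gave it, which for most has no arm. Of the 320 names, 315 matched a miRNA gene of the annotation of UU_Cfam_GSD_1.0, which was used only to see which genes are neighbours.

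From the counts, log2 fold changes between DLBCL and healthy nodes were computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, the default filter on low counts by group, and the quasi-likelihood test with Benjamini-Hochberg adjustment over the 247 miRNAs left). The biological coefficient of variation was 0.731. CPM values use the TMM-adjusted library sizes, with a prior count of 2 on the log2 scale. A DEM had an adjusted p-value under 0.05 and an absolute log2 fold change over 1. The paper used DESeq2 with the same thresholds. DESeq2 1.42.0 was run as an alternative. The comparison, the thresholds, the alternatives and the rule for the miRNAs named were chosen before the data were examined, except where stated. By that rule, the miRNAs that may be named are those in the paper's text, Table 3 or Table 1, and, of the DEMs whose groups do not overlap, the 5 with the largest rise and the 5 with the largest fall. A passage prints those of them that its sentence is about, so that some miRNAs of the panel are not named. miR-1343 and miR-8829 are counted with them as DEMs of the paper's Supplementary Table 6. miR-148a, miR-182, miR-183, miR-96, miR-375 and the members of cell-type lists named in the closing section fall outside it and were chosen after their values were seen.

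The differential expression was also computed without a filter, with at least 10 reads in every library, with DESeq2's size factors, total miRNA reads or mapped sRNA reads in place of TMM, with robust empirical Bayes, with DESeq2 without its Cook's distance filter, with limma 3.58.1 (voom with sample quality weights, and trend on log2 TPM with 1 added), with the Q30 group as a covariate, within the lower Q30 group, with the replicate number as a block, and without each library in turn. Added after seeing the data were DESeq2 with a prior on the fold changes, the total reads without miR-148a, the comparison of the Q30 groups within DLBCL, and the list tests with the Q30 group as a covariate.

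Lists of miRNAs of 4 clusters (miR-17/92, miR-106a/363, miR-106b/25 and miR-379 to miR-656) and of 7 kinds of cells or tissue (red blood cells, exocrine pancreas, pancreas and epithelium, stroma and vessels, mature resting lymphocytes, myeloid cells and skeletal muscle) were tested with limma's camera at its preset correlation, with fry and an estimated correlation beside it. Single miRNAs, spread, mitotic counts and sample names were tested with exact permutation in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. These tests were two-sided, except that of the sample names, which was one-sided.

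Depth ranged from 10686441 to 34709421 miRNA reads per library, so that counting error is small against the spread between dogs for all but the rarest miRNAs. Libraries of one condition were checked for duplication, and the smallest chi-squared per degree of freedom between any such pair was 1865. The tests were run on simulated counts drawn from the real means, spreads and library sizes, with 40 miRNAs changed in each of 10 runs. At a log2 fold change of 1.5, edgeR recovered 6% of the changed miRNAs and DESeq2 26.5%. At 2 the shares were 33% and 64.8%, and at 3 they were 82.8% and 91.5%. With no miRNA changed, edgeR made 0 calls in 10 runs and DESeq2 made 0.2 per run on average and at most 2. Of edgeR's calls, 7.69%, 2.22% and 4.61% at these 3 sizes were miRNAs left unchanged, against 13.8%, 9.76% and 9.63% of DESeq2's.

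The RT-qPCR values, the mitotic counts and the list of 35 DEMs are the paper's. Target prediction, GO and KEGG enrichment, the ranking of reference miRNAs and the prediction of unlisted miRNAs were not analysed here.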

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

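The tests of possible causes given in this part were chosen only after the results they concern had been seen.

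The expression of single libraries was compared with that of the others of their group for 48 named miRNAs in both groups, which makes 96 comparisons. A library stood apart from the rest in 5 of them, where chance gives 4.8, and DLBCL3 was that library in 1. The gap to the nearest other library is given as a share of the group's whole range on the log2 CPM scale. It was 0.844 for miR-19b in Healthy2 (42.9 CPM against 97.6 to 114 in the other healthy libraries), 0.651 for miR-20b in DLBCL5 (19.3 CPM against 107 to 265), 0.701 for miR-664 in DLBCL3 (2.4 CPM against 0.847 to 1.16), 0.866 for miR-664 in Healthy5 (0.0879 CPM against 0.42 to 0.512) and 0.926 for miR-22 in Healthy5 (245 CPM against 170.1 to 175). Their number is what chance gives, so no cause was tested for any of them, and no biological explanation was tested. For miR-664 the counts are low, and for miR-19b and miR-20b reads shared with paralogs stay open.

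miR-486 and miR-486-3p, which are not among the paper's DEMs, each had a log2 fold change of 4.87 and count as 1 result, since their values were nearly equal in the 10 libraries. The paper's Supplementary Table 6 gives no p-value for either, and DESeq2 here called both only without its Cook's distance filter. They belong to the list of red blood cell miRNAs, in which 4 of 4 miRNAs were higher in DLBCL, with a median of 4.70 (adjusted p = 0.000335 from limma's camera). All 4 are also read in healthy nodes, and the study picked miR-451 and miR-144 from these libraries. miR-486 and miR-486-3p enter the list separately, so the count and the camera p-values of this list are not independent evidence. The most abundant of them, miR-451, had 18822 CPM in DLBCL and 817 CPM in healthy nodes, and miR-486 had 3840.0 CPM and 131 CPM. A technical difference that follows the Q30 groups is argued against as the whole cause, since the list's median was 2.45 with the Q30 group as a covariate (adjusted p = 0.00207 from camera), although for miR-486 alone the log2 fold change was 1.83 within the lower Q30 group and 3.13 without DLBCL3, the library that held most of it. Red blood cells in the tumour samples are a candidate explanation. It predicts that miR-451 and miR-486 rise and fall together, and over the 6 DLBCL libraries Pearson's r of their log2 CPM was 0.32 (exact permutation p = 0.556) and Spearman's rho 0.43 (exact p = 0.419). miR-144, also on this list, ran the other way from miR-486. DLBCL3 had the most miR-486 (17490.1 CPM) and the least miR-144 (2.35 CPM) of the DLBCL libraries. DLBCL6 had the least miR-486 (339.5 CPM) and the most miR-144 (24.4 CPM). For miR-144 and miR-486 the values go against a shared source in blood alone. With few libraries blood stays open as a partial cause, so that blood in the samples and a change in the tumour cells cannot be told apart. A difference of breed, age or sampling between patients and purpose-bred dogs was not tested.

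The miR-379 to miR-656 cluster, of which the paper names miR-379, was lower in DLBCL, with a median log2 fold change of -1.47 and 0 of the 12 miRNAs tested higher (25 were listed; adjusted p = 0.00116 from limma's camera). Fry gave an adjusted p of 0.0935 (0.0381 to 0.648 over all fits) and the estimated correlation 0.307 (0.201 to 0.647). Camera at its preset correlation ranged from 3.45e-05 to 0.0753, the value with the Q30 group as a covariate. With the mapped sRNA reads as library size, the median was -0.95 and 2 of the 12 were higher. The lower Q30 group gave a median of -0.87. Most members had a few CPM or less. Among those with more were miR-379, miR-411 (36.3 CPM in DLBCL and 96.8 CPM in healthy nodes) and miR-381 (185 and 516 CPM). No cause was tested for this cluster on its own. A difference in the share of stroma, in the Q30 groups or in the dogs stays open.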

How the results depend on the processing

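The alternatives called added in this part were chosen after seeing the data, as were the tests of other splits of the samples.

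The 14 DEMs (9 higher, 5 lower) became 45 (33 higher, 12 lower) with DESeq2, 49 (37 and 12) with DESeq2 without Cook's distance filter, 46 (26 and 20) with limma-voom and sample quality weights, and 46 (30 and 16) within the lower Q30 group. They became 8 (3 and 5) with DESeq2's size factors in edgeR, 7 (5 and 2) with the mapped reads as library size and 7 (5 and 2) with the Q30 group as a covariate. With total miRNA reads only they were 23 (22 and 1), and with limma-trend on the TPM values 21 (18 and 3). Without a filter 17 were called (9 and 8). The threshold of an unadjusted p-value under 0.05 and a fold change over 2 gave 65 (42 and 23). Of the added alternatives, DESeq2 with a prior on fold changes gave 45 (33 and 12), the same without Cook's distance filter 48 (36 and 12), and total reads without miR-148a 8 (6 and 2). The share of calls that were higher in DLBCL was 64.3% in the edgeR fit, 37.5% with DESeq2's size factors, 95.7% with total reads and 85.7% with limma-trend. Total reads and limma-trend moved the median log2 fold change of all miRNAs tested to 0.82 and 0.55. At least 10 reads in every library, robust empirical Bayes and the adjusted p-value alone left the counts within 1.5 times. The 14 were all called again within the lower Q30 group, without a filter, with at least 10 reads, with robust empirical Bayes, with limma-voom and with DESeq2 without Cook's distance filter. DESeq2 called 12 of them, total reads 10, limma-trend 9, DESeq2's size factors 8, mapped reads 6 and the Q30 covariate 4. The cause of these differences was not tested, apart from the share of miR-148a.

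Across the 10 fits that each left out one library, the DEMs ranged from 1 to 23, those higher from 1 to 15 and those lower from 0 to 9, beside 50 with an unadjusted p-value under 0.05 where the lower ones came to 0. Leaving out a healthy library gave 2 (Healthy2), 5 (Healthy3), 1 (Healthy4) and 6 (Healthy5), and leaving out DLBCL1 gave 3, whereas the counts without DLBCL3 and DLBCL4 were 22 and 23. The cause was not tested, beyond the smaller groups that each such fit has.

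Among the 100 splits of the 10 libraries into 6 and 4 that were tried, 2 gave at least as many DEMs as DLBCL against healthy, the real one included. The second of them set the higher Q30 group against the rest and gave 16, while the largest number in any other split was 11. In the lower Q30 group, 14 of the 14 DEMs kept their direction and both thresholds. Their direction was given in advance for all but miR-34a, since those groups do not overlap over all libraries. That fit rests on DLBCL4 and DLBCL6 and called 46 miRNAs, while the fit with the Q30 group as a covariate kept 4 of the 14. The Q30 groups as the whole source of the 14 are therefore only weakly argued against. As many lists as the 6 called by camera were reached in 5 of the 100 splits (at most 7 in another split, and 3 in the Q30 split). Of the other 4 splits, 3 had 3 healthy libraries in the group of 4 and 1 had all healthy libraries in the group of 6, so they largely repeat DLBCL against healthy. No split with 1 or 2 healthy libraries in the group of 4 gave more than 4 lists. Whether 6 lists are more than chance gives is left open.

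Healthy and DLBCL libraries share the numbers 2 to 5, but these are different dogs. The correlations of the deviations of same-numbered libraries from their group means were 0.26, -0.01, -0.30 and -0.33, so the libraries share only a number. With the replicate block, 1 miRNA was a DEM (1 higher, 0 lower) and 41 had an unadjusted p-value under 0.05, and the list tests called 6 lists. For the myeloid list the median log2 fold change went from 0.15 to -0.08 under the block (adjusted p 0.977 from camera, whose range over all fits was 0.821 to 0.995).

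The number of lists called, 6, became 1 with an estimated correlation, which gave both the miR-17/92 and the miR-106a/363 cluster an adjusted p of 0.173. At the preset correlation, the fits without one library gave them 0.000339 to 0.00876 and 0.00216 to 0.0316. The median log2 fold change changed sign in lists that passed the threshold in none of the fits. This was so for pancreas and epithelium with the added Q30 covariate (-0.22, adjusted p 0.678) and without DLBCL3 (-0.16, adjusted p over the fits without one library 0.411 to 0.947), for myeloid cells without DLBCL4 (-0.18, adjusted p 0.821 to 0.955), and for skeletal muscle with the added Q30 covariate (-0.69, adjusted p 0.683) and without DLBCL3 (-0.11, adjusted p 0.319 to 0.986). The cause was not tested.

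The number of miRNAs called in both sequencing and RT-qPCR, 8, became 21 with DESeq2 and ranged from 1 to 13 without one library. The difference in spread ranged from 0.375 to 0.655 without one library, and its exact p rose above 0.05 without any one of the healthy libraries, where fewer splits are possible. The numbers of miRNAs detected and of groups that do not overlap, the correlation with RT-qPCR, the miRNAs with the same sign in both assays, the relations with mitotic count, the clustering by 23 miRNAs and the match of sample names kept their value or stayed within the limits set for them under each alternative run.

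The log2 fold change of miR-129, -0.07, became 0.18 with DESeq2, with and without Cook's distance filter, 0.18 with DESeq2's size factors, 0.17 with total reads and 0.00 without a filter, and ranged from -1.17 (without DLBCL3) to 0.30 (without DLBCL4). That of miR-361, -0.24, became 0.51 with total reads and 0.47 with limma-trend. That of miR-101, -0.03, became 0.01 with DESeq2, with and without Cook's distance filter, 0.00 with DESeq2's size factors, 0.72 with total reads, 0.17 with mapped reads, 0.66 with limma-trend, 0.08 with the Q30 covariate and 0.07 within the lower Q30 group, and ranged from -0.11 to 0.09 without one library. miR-182, at 3.37, became -1.50 with the Q30 covariate and -1.51 within the lower Q30 group. The cause was not tested for these, but total reads and limma-trend raise all miRNAs together. Over the named miRNAs and the lists, 692 values were computed under an alternative, of which 508 kept their direction and side of the threshold, 100 passed it where they had not, 59 no longer passed it and 25 changed direction. Depth limits miR-885, miR-664 and most of the miR-379 to miR-656 cluster, which were counted at about 1 CPM or less.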

Differences from the paper's values

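The alternatives named here were set before the data were examined, unless they are said to have been added later, and no test of a cause belongs to this part.

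The paper reports 35 DEMs, against 14 in the edgeR fit. The alternatives that came within 1.5 times of the paper's count were DESeq2 with 45, DESeq2 without Cook's distance filter with 49, limma-voom with sample quality weights with 46 and the lower Q30 group alone with 46. No other alternative did, the nearest being total miRNA reads and the fit without DLBCL4, with 23 each. DESeq2 with a prior on fold changes, which was added after seeing the values, also came within that limit, with 45, and with 48 without Cook's distance filter. The paper's methods name DESeq2.

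For miRNAs higher in DLBCL the paper reports 24 and the edgeR fit gave 9. DESeq2 (33), total miRNA reads (22), limma-voom (26), limma-trend on TPM (18) and the lower Q30 group alone (30) closed this gap, and the other alternatives set before the data were examined did not. Among those added later, DESeq2 with a prior on fold changes gave 33 and 36 and total reads without miR-148a gave 6.

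For miRNAs lower in DLBCL the paper reports 11 and the edgeR fit gave 5. The gap closed with DESeq2 (12), DESeq2 without Cook's distance filter (12), no filter (8), the lower Q30 group alone (16) and the fit without DLBCL4 (9), and not with the others. DESeq2 with a prior on fold changes, added after seeing the values, gave 12.

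Of the paper's 35 DEMs, 12 were DEMs in the edgeR fit. DESeq2, with or without Cook's distance filter, called 32 of them, limma-voom 29, the lower Q30 group alone 19, the fits without DLBCL3 or without DLBCL4 18 each, total miRNA reads, limma-trend and the fit without DLBCL2 14 each, and the filter of at least 10 reads 13. The fit with the Q30 group as a covariate called miR-20a and miR-29c, which the edgeR fit without it did not. The remaining fits without one library added miR-144 (without Healthy5), miR-152 (without DLBCL6) and miR-20b (without DLBCL5) at one library each, and miR-92a, miR-128 and miR-8829 also without DLBCL6. miR-139, miR-885 and miR-92b were called only at an unadjusted p-value under 0.05 with a fold change over 2, which took in all 35.

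The paper states that miR-129 is lower in DLBCL and counts it among the sequencing DEMs measured again by RT-qPCR. Its log2 fold change in the sequencing counts was -0.07, it is not among the 35 DEMs of the paper's Supplementary Table 6, and it was called within the lower Q30 group alone, at -2.54. The paper also states changes of miR-17, miR-18a, miR-19b, miR-20a, miR-92a, miR-106a, miR-144 and miR-664 upward and of miR-152, miR-216b, miR-217, miR-379 and miR-885 downward. Their directions in the edgeR fit were the same, and their edgeR adjusted p-values ranged from 0.0565 for miR-92a to 0.139 for miR-144.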

Other observations

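Each test of a possible cause in this part was chosen only after the result it concerns had been seen.

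The authors' TPM scaling uses the total of miRNA reads. With it, 22 miRNAs were higher and 1 lower in DLBCL, and the median log2 fold change of all miRNAs tested was 0.82. With miR-148a left out of the totals, the median was 0.03, which is consistent with the share of reads taken by miR-148a as the source of that shift. miR-148a itself had a log2 fold change of -1.58 (standard error 0.49, adjusted p = 0.0806 from edgeR) and of -2.81 within the lower Q30 group. Whether it is lower in the cells or less efficiently sequenced in these libraries was not tested.

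miR-182, miR-183 and miR-96 had log2 fold changes of 3.37, 3.68 and 2.85 over all libraries (adjusted p of 0.118, 0.118 and 0.105 from edgeR). Leaving out one library brought them as low as 2.05, 1.84 and 2.05. In the lower Q30 group they were -1.51, -1.53 and 0.29, with a median of -1.51, so the rise may go with the Q30 groups, in which the higher libraries are all DLBCL. DLBCL5 of the higher group hardly shared the rise. It had 307, 122 and 49.5 CPM, against at most 286, 124 and 46.3 CPM in healthy nodes. Whether the 4 dogs of the higher group also differ in their tumours cannot be read from the design. With the Q30 groups compared within DLBCL, an alternative chosen after seeing the data, 0 miRNAs passed both thresholds and 32 had an unadjusted p-value under 0.05. Across the 43 panel miRNAs tested, the difference between the higher and lower Q30 libraries of the DLBCL group followed the GC content of the miRNA sequence, with a Spearman's rho of 0.35 and a Pearson's r of 0.40 (permutation p = 0.0231, adjusted p = 0.0347 over 3 contrasts). A technical effect of GC content may therefore contribute to it. For DLBCL against healthy the rho was -0.23 and r -0.10 (permutation p = 0.145), and for DLBCL3 against the other DLBCL libraries rho was 0.35 and r 0.33 (permutation p = 0.0231). These are relations across miRNAs, which are not independent replicates.

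DLBCL3 lay farthest from the DLBCL mean, at 1.96, and had the lowest weight of the 10 libraries in limma-voom, at 0.174. A sample swapped between the assays is argued against, since its sequencing profile matched its own RT-qPCR profile with r = 0.80 and the next best dog with r = -0.18. Fewer stromal cells in this sample stay open. DLBCL3 had the lowest value of the DLBCL libraries for 6 of 8 stromal and vessel miRNAs, where 1.33 would be met by chance, and the highest for 1, but a single library cannot decide it. Its mitotic count, matched by number, was 7.4 per field, within the range of the other dogs (1.7 to 10.2), and no biological explanation was tested.

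Mature resting lymphocytes were represented by 4 miRNAs, of which 0 were higher in DLBCL, with a median log2 fold change of -1.11 (adjusted p = 0.0102 from limma's camera, with a range of 0.00506 to 0.0447 over all fits, against 0.000426 to 0.0816 with fry and 0.0886 to 0.367 with an estimated correlation), and of -1.36 within the lower Q30 group. All 4 are read in both groups, and miR-150 and miR-146a, the most abundant of them there (7916 and 10051 CPM), are among the 35 DEMs of the paper. Fewer such cells in the tumours may lower them. The lists of other cell types moved apart. Their shares and that of the tumour cells were not measured and may each change, so these lists cannot decide it. The stroma and vessel list had a median of -0.52 (adjusted p = 0.0646 from camera, 1 of 8 higher), the red blood cell list one of 4.70, and the myeloid list one of 0.15 (adjusted p = 0.979, 2 of 2 higher). The most abundant stromal miRNA, miR-99a, had 59034 CPM in DLBCL and 61344 CPM in healthy nodes, and miR-142 of the myeloid list 5395 and 4640 CPM. Which cells the miR-142 reads came from was not measured. The miR-99a values ranged from 4856 to 162741 CPM in DLBCL, so its means say little. Within the lower Q30 group the log2 fold changes were -1.40 for miR-99a and 0.28 for miR-142. A lower share of resting lymphocytes and a change within the lymphoid cells therefore both stay open.

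The exocrine pancreas list (miR-216a, miR-216b and miR-217, the last pair of which the study picked from these libraries) was lower in DLBCL in 3 of 3, with a median log2 fold change of -2.84 (adjusted p = 0.00257 from camera, with a range of 0.000315 to 0.021 over all fits, against 0.00187 to 0.169 with fry and 0.157 to 0.336 with an estimated correlation) and of -1.80 within the lower Q30 group. The most abundant, miR-216b, had 147 CPM in DLBCL and 1051 CPM in healthy nodes. Pancreatic tissue beside the healthy nodes is a candidate source. The other miRNAs of pancreas and epithelium, of which 3 of 6 were tested, had a median of 1.07 (adjusted p = 0.979 from camera), led by miR-200c with 28.5 CPM in DLBCL and 13.6 CPM in healthy nodes. These miRNAs go both ways and are low in healthy nodes, at 8.93 to 19.7 CPM for miR-200c and 1.02 to 7.46 CPM for miR-375. There miR-216b had 568 to 1508 CPM. The list holds miRNAs taken as the most abundant of such tissue. As far as they are, their values argue against pancreatic tissue as the main source, and a change within the node stays open. Skeletal muscle miRNAs, of which 2 of 4 were tested, had a median of 1.15 (adjusted p = 0.709 from camera), with miR-1 at 80.6 CPM in DLBCL and 24 CPM in healthy nodes.

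miR-106b, miR-93 and miR-25, a cluster paralogous to miR-17/92 that the paper does not name, were higher in DLBCL in 3 of 3, with a median log2 fold change of 1.20 (adjusted p = 0.0848 from camera) and of 1.83 within the lower Q30 group. Fry gave this list an adjusted p of 0.00987 (0.00355 to 0.126 over all fits) and the estimated correlation 0.173 (0.138 to 0.367). Camera at its preset correlation ranged from 0.0369, with the added Q30 covariate, to 0.181.

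Of the 3 reference miRNAs of the RT-qPCR, miR-361 had a log2 fold change of -0.24 (standard error 0.36) and miR-101 of -0.03 (standard error 0.30) in the sequencing counts, while miR-29c, one of the paper's 35 DEMs, had 1.92 (standard error 0.68, adjusted p = 0.109 from edgeR) and 2.94 within the lower Q30 group. Relative to the mean of these 3, all 44 panel miRNAs had the same sign in both assays.

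Log2 fold changes in the paper's Supplementary Table 6 were compared with those computed here. Across miRNAs Pearson's r was 0.9847 with edgeR (247 miRNAs, median gap 0.0701) and 0.9932 with DESeq2 and a prior on the fold changes, an alternative chosen after seeing the values (320 miRNAs, median gap 0.0654). The paper's table gives no p-value for 50 of the miRNAs, among which DESeq2 called 12 here.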
